# Nitrogen Signaling Genes and *SOC1* Determine the Flowering Time in a Reciprocal Negative Feedback Loop in Chinese Cabbage (*Brassica rapa* L.) Based on CRISPR/Cas9-Mediated Mutagenesis of Multiple *BrSOC1* Homologs

**DOI:** 10.3390/ijms22094631

**Published:** 2021-04-28

**Authors:** Haemyeong Jung, Areum Lee, Seung Hee Jo, Hyun Ji Park, Won Yong Jung, Hyun-Soon Kim, Hyo-Jun Lee, Seon-Geum Jeong, Youn-Sung Kim, Hye Sun Cho

**Keywords:** Chinese cabbage (*Brassica rapa* L.), flowering time, CRISPR/Cas9, nitric oxide signaling, *BrSOC1*, *BrNIA1*, *BrNIR1*, RNA-seq, vernalization, late bolting

## Abstract

Precise flowering timing is critical for the plant life cycle. Here, we examined the molecular mechanisms and regulatory network associated with flowering in Chinese cabbage (*Brassica rapa* L.) by comparative transcriptome profiling of two Chinese cabbage inbred lines, “4004” (early bolting) and “50” (late bolting). RNA-Seq and quantitative reverse transcription PCR (qPCR) analyses showed that two positive nitric oxide (NO) signaling regulator genes, *nitrite reductase* (*BrNIR*) and *nitrate reductase* (*BrNIA*), were up-regulated in line “50” with or without vernalization. In agreement with the transcription analysis, the shoots in line “50” had substantially higher nitrogen levels than those in “4004”. Upon vernalization, the flowering repressor gene *Circadian 1* (*BrCIR1*) was significantly up-regulated in line “50”, whereas the flowering enhancer genes named *SUPPRESSOR OF OVEREXPRESSION OF CONSTANCE 1* homologs (*BrSOC1s*) were substantially up-regulated in line “4004”. CRISPR/Cas9-mediated mutagenesis in Chinese cabbage demonstrated that the *BrSOC1-1/1-2/1-3* genes were involved in late flowering, and their expression was mutually exclusive with that of the nitrogen signaling genes. Thus, we identified two flowering mechanisms in Chinese cabbage: a reciprocal negative feedback loop between nitrogen signaling genes (*BrNIA1* and *BrNIR1*) and *BrSOC1s* to control flowering time and positive feedback control of the expression of *BrSOC1s*.

## 1. Introduction

Flowering is a central event in the plant life cycle. Flowering time plasticity has evolved in relation to seasonal and developmental changes to maximize reproductive success in various environments [1]. It has emerged as one of the key traits affecting crop yield in commercial agronomic and horticultural crops because biotic and abiotic stresses can be avoided by modifying the flowering time [2,3]. Flowering is generally influenced by various hormones and nutrients. Nitric oxide (NO) is a central growth regulator known to inhibit flowering. In Arabidopsis, NO represses the expression of flowering activator genes CONSTANS (CO) and GIGANTEA (GI), which function in the photoperiod pathway, and promotes the expression of flowering repressor gene *FLOWERING LOCUS C* (*FLC*) [4]. Furthermore, enzymes involved in NO signaling, nitrite reductase (NIR) and nitrate reductase (NIA), are associated with flowering. The *nia1 nia2* double knockout mutant of Arabidopsis shows faster bolting than the wild type (WT). Moreover, the expression of *NIA1* is antagonistic to that of the flowering integrator gene *SUPPRESSOR OF OVEREXPRESSION OF CONSTANCE 1* (*SOC1*), depending on the NO concentration [5]. Recently, transcriptome profiling showed that the photoperiod pathway genes are potentially involved in nitrogen (N)-dependent flowering in Arabidopsis [6]. Moreover, nitrogen response in flowering had been reported in crops [7,8]. Thus, N is believed to cause late flowering, and research on the relationship between flowering time genes and N metabolism is currently underway.

*Brassica* is a key agricultural genus of the Brassicaceae family, which includes a diversity of health-promoting vegetable crops, such as cabbage, Chinese cabbage, and broccoli, along with oilseed crops, such as canola and mustard [9]. Leafy vegetable crop varieties of *Brassica rapa* and *Brassica oleracea* require precisely regulated flowering time to achieve optimal crop productivity. Early bolting in *Brassica* species severely decreases the commercial value of the crop, while delayed flowering interferes with seed production [10]. *B. rapa* and *B. oleracea* plants exhibit a strong requirement for vernalization, i.e., long-term exposure to low temperature for floral induction [11,12,13]. Although *B. rapa* and *B. oleracea* belong to the same genus, they exhibit different responses to vernalization; *B. rapa*, like *Arabidopsis thaliana*, shows seed-responsive vernalization, whereas *B. oleracea* exhibits plant-responsive vernalization [14,15]. Unlike annual plants, which do not require vernalization, biennial species depend on vernalization to transition from the vegetative to the reproductive phase because of allelic variation at two genes, *FRIGIDA* (*FRI*) and *FLC* [16]. A thorough understanding of the regulatory mechanism underlying flowering time in *Brassica* species is a prerequisite to avoiding early bolting. Recently, the genome sequences of *B. rapa* [17], *B. oleracea* [18], and *Brassica nigra* [19] have been published. Additionally, flowering time genes were recently identified in the genus *Brassica* by performing comprehensive RNA-Seq analyses of genes differentially expressed under different environmental conditions [12,20,21].

Chinese cabbage (*Brassica rapa* L. ssp. *pekinensis*) is a commercially important vegetable crop consumed worldwide, especially in East Asia. As a seed-vernalizable plant, Chinese cabbage is prone to premature bolting, which affects crop yield and quality, particularly in spring varieties that are usually exposed to a long cold period during winter [22,23,24]. To establish effective molecular markers linked to bolting resistance, numerous quantitative trait loci (QTLs) controlling bolting and flowering time have been identified in Chinese cabbage over the last two decades [25,26,27,28,29,30]. Additionally, a genomic variation map of Chinese cabbage, based on whole-genome resequencing data of 194 geographically diverse accessions, revealed that allelic variation at *BrVIN3.1* and *BrFLC1* represents a major genetic resource between spring Chinese cabbage and autumn Chinese cabbage, ensuring seasonal bolting time [31]. Fine mapping of QTLs is limited by the genetic background, size of the population, and the number of available genetic markers. Therefore, there is a need to identify flowering time loci related to phenotypic differences in bolting time and involved in the molecular mechanism and regulatory network of the flowering pathway [32]. However, despite the genetic dissection of floral transition regulation and identification of flowering time genes in Chinese cabbage, few studies have reported on the flowering mechanism in Chinese cabbage [33,34]. Several recent attempts have been made to introduce the flowering time trait directly by CRISPR technology-mediated genetic variation using DNA-free genome editing [35,36].

We recently identified 223 flowering time genes in Chinese cabbage, of which 50 were expressed in response to vernalization [12]. In this study, we focused on the molecular mechanism of flowering in Chinese cabbage by performing RNA-Seq analysis of two different bolting time inbred lines (“4004” and “50” both are 2*n* = 20) before and after exposure to vernalization conditions. Further, we used the CRISPR system for targeted mutagenesis of *BrSOC1* homologs (*BrSOC1s*) to introduce the late-flowering trait into an elite variety “20” (2*n* = 20). CRISPR/Cas9-mediated multi-gene mutagenesis of *BrSOC1s* gave new insights into the flowering mechanism and demonstrated that genome editing could be applied to improve crop yield in Chinese cabbage.

## 2. Results

### 2.1. Differences in Vernalization-Induced Bolting Time between Lines “4004” and “50”

Our previous work showed that bolting in the inbred line “4004” is induced by vernalization [12]. In this study, we compared the bolting time of two Chinese cabbage inbred lines, “4004” (early bolting) and “50” (late bolting). Seven-day-old seedlings of both lines were vernalized for 0 or 35 days, and plants were grown under long-day conditions for 60 days in soil before assessing the bolting phenotype. Under vernalization conditions, the inbred line “4004” bolted earlier than line “50” (Figure 1a). Consistent with the flowering phenotypes of the two lines, the average time to bolting was 17 days in “4004”, which was approximately 13 days shorter than in line “50”, exhibiting an average time to bolting of 30 days. Additionally, there were fewer rosette leaves in line “4004” than in line “50” (average of the number of leaves at bolting: 9.5 in line “4004” vs. 14.5 in line “50”) (Figure 1b). However, in the absence of vernalization, both inbred lines showed no bolting for 12 weeks (Supplementary Figure S1). Thus, our results indicated that vernalization has a significant effect on bolting in Chinese cabbage, and plants of inbred lines “4004” and “50” grown from vernalized seedlings displayed distinct phenotypes.

### 2.2. Transcriptome Profiling

To investigate the molecular mechanisms determining the bolting time in Chinese cabbage, we performed comparative RNA-Seq analyses of lines “4004” and “50” vernalized for 0 (0D Ver) and 35 days (35D Ver) (Supplementary Figure S2). RNA isolates were prepared from the shoots of both inbred lines, and cDNA libraries were sequenced on the Illumina HiSeq 2000 platform in triplicate (primer sets used in this study, Supplementary Table S1). 

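Of these libraries, 4 were analysed here, replicates 1 and 2 of line “4004” under 0D Ver and replicates 1 and 2 of the same line under 35D Ver. The methods describe them as duplicates sequenced earlier and integrated into the study. The remaining replicate of line “4004” and the libraries of line “50” were not analysed here, so no difference between the lines was computed. The paper states that each library was made from shoots of 5 plants collected at the same point of the light/dark cycle. Plants were grown at 23 °C with 16 h of light, and vernalization, the exposure to cold that makes the plant competent to flower, lasted 35 days at 5 °C with 12 h of light. The cold began at 1 week according to the paper and at 2 weeks according to the sample labels, which give an age of 2 weeks for the 0D Ver plants and 7 weeks for the 35D Ver plants. Age and day length therefore differed between the groups together with the cold, and their effects cannot be separated in these libraries. The authors trimmed the 101 bp reads, mapped them to the *B. rapa* gene set and deposited 1 number per gene and library, without normalization, for 36698 genes. These numbers summed to 21315738 and 17221386 in 0D Ver replicates 1 and 2, and to 23428420 and 22709649 in 35D Ver replicates 1 and 2. They are whole numbers with 1 as the lowest value. Here, they were scaled between libraries by TMM normalization to give normalized counts. The 29691 genes with about 10 counts or more in at least 2 libraries and 15 or more in total were tested with limma on log2(normalized count + 1), with a mean-variance trend and Benjamini-Hochberg adjustment. Adding 1 to the normalized count understates the change of genes with low counts. Replicates differed by more than sampling noise, with a chi-square statistic per degree of freedom over these genes of 9.30 for the 0D Ver pair and 10.2 for the 35D Ver pair, against 71.3 to 80.4 between libraries of different conditions. So neither pair is one library deposited 2 times, but this does not show that the libraries came from separate plants. The paper calls its replicates biological, and on that basis each library was counted as a sample (n = 2 per condition). With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so adjusted p-values rest on the spread that limma shares across genes. Deviations from the group mean of libraries with the same replicate number had a correlation of -0.17 across genes, so libraries with the same number were no more alike than others.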

The base quality of raw reads was evaluated using a series of pre-processing steps, and 56–76% of the raw reads were retained (Supplementary Table S2), indicating the use of relatively stringent pre-processing analysis criteria. Then, clean reads were mapped using the *B. rapa* reference genome (http://brassicadb.org/brad/, accessed on 27 April 2021, version 1.5) (Supplementary Table S3). 

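For the 4 libraries of line “4004” analysed here, the mapped reads that the paper reports in Table S3 are 27253903 and 22116568 for 0D Ver replicates 1 and 2 and 29034159 and 28358762 for 35D Ver replicates 1 and 2. By the paper's values, these are 76.4%, 70.3%, 77.9% and 77.2% of the clean reads, in the same order. The deposited numbers of reads on genes summed to 78.2%, 77.9%, 80.7% and 80.1% of these mapped reads. Each of the 4 sums was larger than the number of reads that Table S3 reports as mapped once, by 3770434, 2915780, 5367381 and 4898769 reads in the same order. The 10 genes with the highest counts held between 4.95% and 6.07% of the sum in each library. The library with the lowest share of mapped reads, 0D Ver replicate 2, also had the smallest sum, and its size factor after TMM normalization was 0.82 against 1.02, 1.09 and 1.10 for the other libraries.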

Approximately 70–84% of the clean reads mapped to the coding sequences of genes, indicating that the transcriptome sequences were of good quality. Although pre-processing eliminated a large number of reads, the final mapped reads were suitable for further functional transcript analysis.

### 2.3. Identification of Differentially Expressed Genes (DEGs) and Functional Pathway Enrichment Analysis Comparing Lines “4004” and “50”

The DEGs were identified based on the following criteria: normalized read count ≥ 500, log_2_(fold-change) ≥ 1, and adjusted *p*-value (FDR) < 0.05. The comparison between the two inbred lines (“4004” vs. “50”) identified a total of 1710 DEGs, most of which (1229, 70%) were specific to the non-vernalized (0D Ver) conditions, whereas a less significant proportion of 10% (179) was detected under vernalization conditions (35D Ver) (Figure 2a); 302 DEGs (17.5%) were found under both 0D Ver and 35D Ver conditions. This suggested that the heterogeneity between the two inbred lines based on the up- and down-regulation of DEGs was mostly inherent and not much affected by vernalization.

To assess the physiological role of DEGs, we conducted a gene ontology (GO) enrichment analysis using the GO database (http://www.geneontology.org, accessed on 27 April 2021). A total of 22 significantly enriched pathways were identified under 0D Ver conditions based on an adjusted *p*-value < 0.05 for “4004” vs. “50”: 11 pathways were up-regulated in line “4004” relative to the expression status in line “50”, and the other 11 pathways were up-regulated in line “50” relative to line “4004” (Figure 2b). Under 35D Ver conditions, there were 9 up-regulated pathways in line “4004” and 8 up-regulated pathways in line “50” relative to the expression status in the other inbred line (Figure 2c). Surprisingly, “Nitrogen compound metabolic process” (GO: 0006807) under 0D Ver conditions and “Nitrate reductase activity (GO: 0008940) under 35D Ver conditions had the highest enrichment scores in line “50”: 21.64 and 6.76, respectively, based on -log10 (adjusted *p*-value) scores (Supplementary Figure S3a). Interestingly, nitrogen is known to directly affect the onset of flowering, and in our analysis, the nitrogen-related pathways (keyword: nitrogen, nitric acid, nitrate, and nitrite) were enriched in line “50” under both 0D and 35D Ver conditions. Further analysis of the flowering-related pathways under 0D and 35D Ver conditions gave a consistent result, showing that phenological flowering DEGs were up-regulated in line “4004” under 35D Ver conditions. Specifically, “Positive regulation of flower development” (GO: 0009911) and “Maintenance of inflorescence meristem identity” (GO: 0010077) were up-regulated under 35D Ver in “4004” (Figure 2d, left). Furthermore, “Inflorescence development” (GO: 0010229) and “Inflorescence morphogenesis” (GO: 0048281) were up-regulated under 0D Ver in “4004”, but “Floral organ development” (GO: 0048437) and “Floral whorl development” (GO: 0048438) were up-regulated under 0D Ver in line “50” (Supplementary Figure S3b, left), and “Regulation of meristem development” (GO: 0048509) was up-regulated under 35D Ver in “50” (Supplementary Figure S3a, right). Next, we assessed Br flowering time (Ft) genes from the GO pathways by comparing “4004” with “50”. As shown in Figure 2e, the flowering key regulator homologs *BrSOC1s* (*BrSOC1-1*; Bra004928, *BrSOC1-2*; Bra000393 and *BrSOC1-3*; Bra039324), *BrCRY2* (Bra015313), along with *BrPRR5* (Bra036517), were enriched in nine GO pathways as up-regulated DEGs in “4004” under 35D Ver. Additionally, *BrGID1C* (Bra009970), *BrVRN1* (Bra001729), *BrRAV1* (Bra019821), *BrCRY2s* (Bra015313 and Bra030568) and *BrTEM1* (Bra011002) were enriched in 11 GO pathways as up-regulated DEGs in “4004” under 0D Ver (Supplementary Figure S3b, right). In contrast, Br Ft genes were not detected in “50” (Supplementary Figure S3a). These results showed that Br Ft genes from flowering-related pathways were only detected as up-regulated DEGs in “4004” under 35D Ver conditions, which matched the flowering properties presented in Figure 1a.

### 2.4. Identification of B. rapa Nitrate Reductase Genes and Relative Expression Levels Derived by Comparing Lines “4004” and “50”

Among the DEGs that were up-regulated in line “50” relative to their expression in line “4004”, there were several genes that were highly associated with *“Nitrogen metabolism”* pathways. Therefore, we decided to examine DEGs involved in the NO signaling pathway. To study the functional relevance of nitrogen for flowering in Chinese cabbage, we applied the Arabidopsis research results to Brassicaceae plants. Previous studies had demonstrated that *NIA* and *NIR* were associated with flowering in Arabidopsis. Specifically, the *nia1 nia2* double knockout mutant of Arabidopsis displayed an early-flowering phenotype and antagonistic gene expression compared with *SOC1,* indicating a negative regulation mechanism for flowering [5,37]. Based on this information, we created a schematic diagram showing the negative regulation of flowering by nitrogen (Figure 3a) and assumed that the genes participating in N metabolism, *NIA* and *NIR*, may play an important role in controlling bolting time in lines “4004” and “50”. We examined whether the DEGs *BrNIA* and *BrNIR* that we identified in Chinese cabbage are homologs of Arabidopsis genes by performing a phylogenetic tree analysis based on the predicted amino acid sequences using tblastx. Arabidopsis proteins AtNIA1 (At1g77760) and AtNIR1 (At2g15620) were highly homologous with the corresponding *B. rapa* proteins (Figure 3b). Specifically, *BrNIA* and *BrNIR* genes were identified as DEGs by comparing the two lines with and without vernalization (Supplementary Table S4).

To confirm the reliability of RNA-Seq data, the expression levels of two genes, *BrNIA1* (Bra015656) and *BrNIR1* (Bra015227) (shown in the phylogenetic tree), were analyzed by qPCR (Figure 3c). The results of RNA-Seq and qPCR analyses were generally consistent. Overall, Bra015227 (*BrNIR1*) and Bra015656 (*BrNIA1*) had higher expression levels in line “50” than in line “4004” regardless of the vernalization status. Moreover, vernalization (35D Ver) increased the *BrNIR1* expression level by a 2-fold change in line “50” relative to the level in line “4004”. 

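In line “4004”, *BrNIA1* (Bra015656) had 1726 ± 769 normalized counts under 0D Ver and 1759 ± 558 under 35D Ver (SD, n = 2). *BrNIR1* (Bra015227) had 853 ± 272 normalized counts under 0D Ver and 687.5 ± 47.5 under 35D Ver (SD, n = 2). Neither gene changed by more than its replicates differed, with a log2 fold change of 0.07 for *BrNIA1* (standard error 0.41, adjusted p = 0.917, limma) and of -0.27 for *BrNIR1* (standard error 0.20, adjusted p = 0.311, limma). The 0D Ver replicates of *BrNIA1* had 2270 and 1183 normalized counts, and its 35D Ver replicates had 1365 and 2153. With each library left out in turn, the log2 fold change ran from -0.39 to 0.54 for *BrNIA1* and from -0.59 to 0.06 for *BrNIR1*. The other *NIA1* copies (Bra003670 and Bra008333) had log2 fold changes of 0.04 and 0.12, and the other *NIR1* copy (Bra039844) one of -0.25 (adjusted p = 0.192, limma). Reads of these copies, which share their Arabidopsis match, may have been divided between them by the counting. With the replicate number as a block, the adjusted p-values were 0.944 for *BrNIA1* and 0.295 for *BrNIR1*, and with the numbers crossed between conditions, a pairing chosen after seeing the values, 0.589 and 0.118. The paired log2 differences of *BrNIA1* were -0.73 and 0.86 by replicate number and -0.08 and 0.21 with the numbers crossed. For line “50”, whose libraries were not analysed here, the paper's normalized counts in Table S4 average 6959 ± 778 under 0D Ver and 6915 ± 555 under 35D Ver for *BrNIA1*, and 2632 ± 541 and 3322 ± 1012 for *BrNIR1* (SD of the paper's 3 replicates). For line “4004”, the paper's averages over its 3 replicates are 1175 ± 765 and 1566 ± 359 for *BrNIA1* and 650.3 ± 242.7 and 697 ± 142 for *BrNIR1*. The paper's normalized counts are on another scale. It gives 2005 and 1021 for the 0D Ver replicates of *BrNIA1* that had 2270 and 1183 here.

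**Figure D1:**
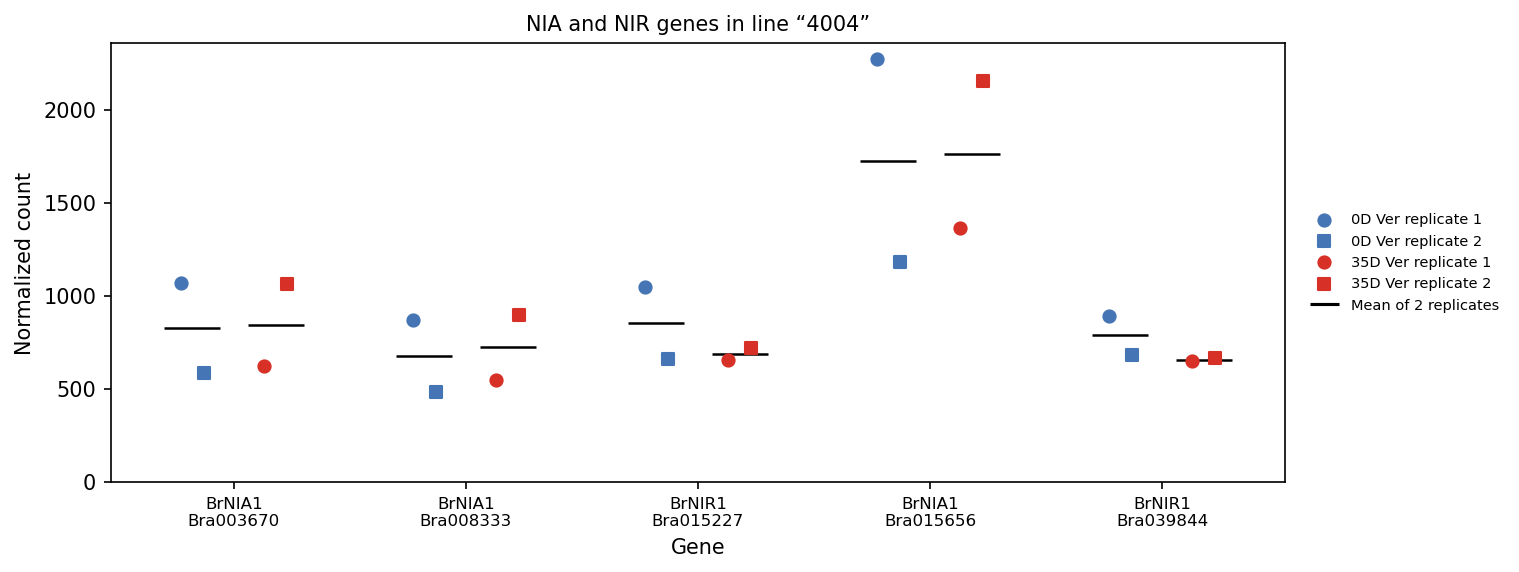
Normalized counts of the *NIA1* and *NIR1* genes of Table S4 in line “4004”, on a linear axis from 0, with 1 point per library (circles for replicate 1, squares for replicate 2) and a bar at the mean of the 2 replicates. For *BrNIA1* (Bra015656), the points of 0D Ver and 35D Ver overlap, with 0D Ver replicate 1 at 2270 and 35D Ver replicate 2 at 2153.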

In general, the expression levels of NO signaling genes were well correlated with the bolting phenotypes of lines “4004” and “50”. This suggested that the effect of nitrate signaling on the flowering pathway in Chinese cabbage was similar to that in Arabidopsis.

Then, we examined the nitrate content in lines “4004” and “50” based on the differences in the NO signaling gene expression as previously described [38]. The nitrogen content was substantially higher in line “50” than in line “4004” measured at the 0 and 35 days vernalization time points with a more than 10-fold difference (Figure 3d). This result was consistent with the previous finding that nitrogen starvation rapidly suppressed the NO signaling genes *NIA* (Os02g0770800, Os08g468100) and *NIR* (Os01g0357100) in rice [39]. Our findings supported the notion that *BrNIA* and *BrNIR* were directly involved in nitrate/nitrite assimilation in Chinese cabbage. Thus, we concluded that nitrogen signaling genes were related to the flowering pathway in Chinese cabbage as in the Arabidopsis system.

### 2.5. Identification and Analysis of Flowering Time Genes Differentially Expressed between the Two Inbred Lines

Next, we analyzed the DEGs enriched in the flowering pathway. The DEGs analysis (read count > 500, log_2_(fold-change) ≥ 1, and adjusted *p*-value (FDR) < 0.05) for genes up-regulated in “4004” vs. “50” detected only 12 flowering time-related DEGs (0D Ver: 6 DEGs, and 35D Ver: 6 DEGs) (Supplementary Table S5). Interestingly, the three *BrSOC1s* genes related to flowering time expression control were identified as up-regulated flowering time DEGs in line “4004” under 35D Ver conditions, and they also had the tendency that their expression levels were inversely correlated to those of *BrNIA1* and *BrNIR1* (Supplementary Table S4). However, it was difficult to broadly identify flowering time-related DEGs based on just 12 DEGs. We reasoned that we could increase the number of flowering time DEGs by adjusting the expression levels via normalized read counts because flowering time genes were expressed at relatively low levels. We observed the pattern of increasing the number of flowering time-related DEGs while lowering the expression level conditions. There were 34 and 15 flowering time-related DEGs without and with vernalization, respectively, using the following criteria: read count > 50, log_2_(fold-change) ≥ 1, and adjusted *p*-value (FDR) < 0.05 (Figure 4a). To assess the molecular function of flowering time DEGs with known roles in the flowering pathway, we examined the ratio of flowering enhancer and repressor genes expressed in both inbred lines with the read count ≥ 50 (Figure 4b). Under 0D Ver conditions, the numbers of up-regulated flowering enhancers vs. repressors among flowering time-related DEGs were similar (16 vs. 17, respectively) in the comparison of “4004” vs. “50” using up-regulating conditions (left graph). Under 35D Ver conditions, there were more up-regulated enhancer genes than repressor genes (9 vs. 2), and the repressor pattern also coincided with their bolting characteristics (1 vs. 3) (right graph). Furthermore, we identified the flowering time DEGs according to the distribution of flowering pathways. Under 0D Ver conditions, the Circadian/Light/Photoperiod (C/L/P) pathway accounted for more than 50% of up-regulated Ft DEGs in the comparison of “4004” vs. “50” (Figure 4c, left graph). In contrast, under 35D Ver conditions, the DEGs belonging to the C/L/P pathway were selectively decreased (Figure 4c, right graph). These results indicated that vernalization diminished the number of up-regulated flowering enhancers in the comparison of “4004” vs. “50” for flowering time DEGs. This applied especially to the flowering time DEGs of the C/L/P pathway, which were more affected by vernalization than those of other flowering pathways.

### 2.6. Validation of the Expression of Flowering Time Genes Involved in the Flowering Regulatory Network

To validate the RNA-Seq data of DEGs involved in the flowering pathway, we conducted a qPCR analysis of flowering time genes exhibiting a 2-fold difference in expression levels between lines “4004” and “50” before and after vernalization (Supplementary Table S5, * marked) using the same RNA samples that were used for the RNA-Seq analysis (Figure 5). Most C/L/P pathway genes were induced by vernalization in both inbred lines, except *BrTEM1* (a flowering repressor). 

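In line “4004”, the normalized count of *BrCIR1* (Bra039503) rose from 77.9 ± 48.0 under 0D Ver to 341 ± 146 under 35D Ver (SD, n = 2), a log2 fold change of 2.19 (standard error 0.58, adjusted p = 0.0482, limma). This call depends on the processing, since the adjusted p was 0.0768 when counts were scaled by their totals only and 0.22 with the replicate number as a block. *BrPRR5* (Bra036517) rose from 1397 ± 51 to 3306 ± 241 normalized counts (SD, n = 2; log2 fold change 1.24, adjusted p = 7.94e-05, limma). The increase of *BrCRY2* (Bra030568) from 3401 ± 243 to 3766 ± 256 normalized counts (SD, n = 2) was close to the spread of its replicates (log2 fold change 0.15, standard error 0.11, adjusted p = 0.326, limma). *BrTEM1* (Bra011002) fell from 2232 ± 170 to 1100 ± 323 normalized counts (SD, n = 2), a log2 fold change of -1.05 (standard error 0.19, adjusted p = 0.00372, limma). The adjusted p-values of *BrPRR5*, *BrCRY2* and *BrTEM1* with that block were 7.81e-05, 0.481 and 0.00213.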

The expression levels of C/L/P pathway flowering time genes, *BrCIR1* and *BrTEM1*, were highly correlated between the RNA-Seq and qPCR analyses, although the differences for the *BrCRY2* and *BrPRR5* expression levels between the two inbred lines were smaller with the qPCR method than with the RNA-Seq method. Overall, the expression profile of *BrCIR1* in the two inbred lines, but not that of *BrTEM1*, was consistent with the bolting phenotypes specific for the inbred lines. Next, we examined the expression of *BrVRN1*, which was the only flowering time DEG in the V pathway. The expression level of *BrVRN1* varied substantially between lines “4004” and “50” before vernalization, which was consistent with their respective bolting phenotypes. Moreover, the results of qPCR and RNA-Seq analyses of *BrVRN1* were similar, although there was no significant difference after vernalization. 

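*BrVRN1* (Bra001729) had 2268 and 4544 normalized counts in the 0D Ver replicates of line “4004” and 462 and 541 in the 35D Ver replicates. Its mean fell from 3406 ± 1610 to 501 ± 56 (SD, n = 2), a log2 fold change of -2.68 (standard error 0.36, adjusted p = 0.0067, limma). Most of this error came from the 0D Ver replicates. A block for the replicate number gave an adjusted p of 7.78e-06, and the paired log2 differences were -2.29 and -3.07. With the numbers crossed, they were -2.07 and -3.30 and the adjusted p was 0.0766.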

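The *BrSOC1* homologs, which all have the Arabidopsis *SOC1* gene as their match in the deposited table, had fewer than 100 normalized counts in each 0D Ver library of line “4004”. *BrSOC1-1* (Bra004928) rose from 80.5 ± 0.1 normalized counts under 0D Ver to 983 ± 208 under 35D Ver (SD, n = 2), a 12.2-fold difference of the means and a log2 fold change of 3.58 (standard error 0.16, adjusted p = 2.65e-06, limma). *BrSOC1-2* (Bra000393) rose from 66.9 ± 7.2 to 768 ± 176 (SD, n = 2), a log2 fold change of 3.49 (standard error 0.18, adjusted p = 5.11e-06, limma). *BrSOC1-3* (Bra039324) rose from 92.4 ± 5.7 to 949 ± 216 (SD, n = 2), a log2 fold change of 3.33 (standard error 0.17, adjusted p = 4.7e-06, limma). For each gene, both 35D Ver libraries lay above both 0D Ver libraries. The 3 log2 fold changes differed from one another by about as much as their standard errors, and reads may be shared between the copies. With the replicate number as a block, the adjusted p-values were 1.29e-07, 6.77e-07 and 3.44e-07 for *BrSOC1-1*, *BrSOC1-2* and *BrSOC1-3*. For line “50”, whose libraries were not analysed here, the paper's normalized counts of *BrSOC1-1* in Table S5 average 4.7 ± 1.2 under 0D Ver and 250.3 ± 171.3 under 35D Ver (SD of the paper's 3 replicates), against the paper's averages of 57.3 ± 22.8 and 749 ± 264 for line “4004”.

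**Figure D2:**
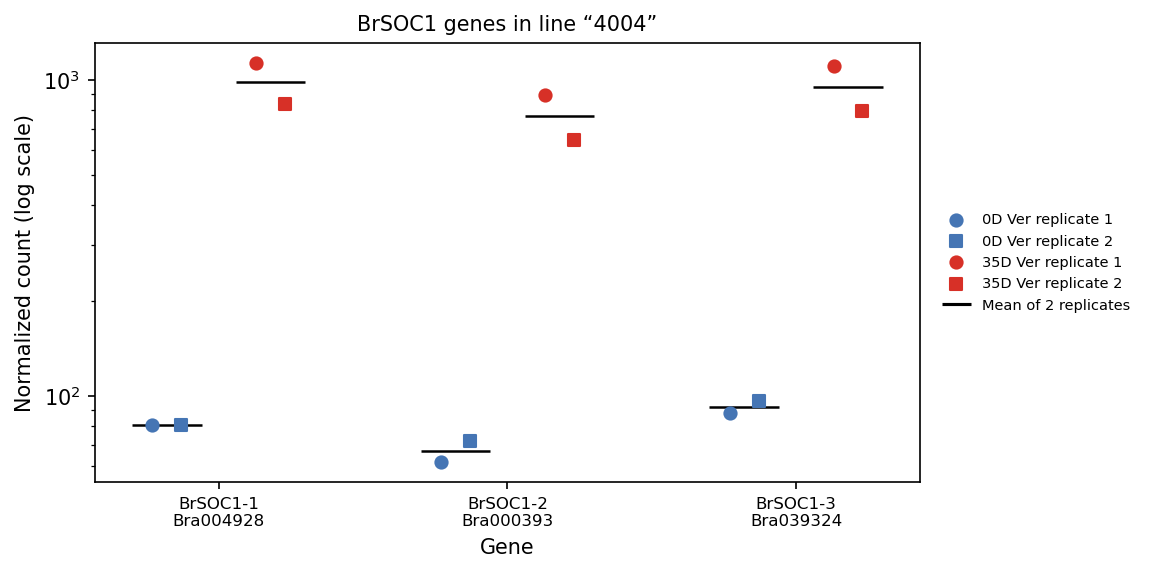
Normalized counts of *BrSOC1-1*, *BrSOC1-2* and *BrSOC1-3* in line “4004”, on a log axis, with 1 point per library (circles for replicate 1, squares for replicate 2) and a bar at the mean of the 2 replicates. The 35D Ver points of *BrSOC1-1* sit at 1130 and 836 and its 0D Ver points at 80.5 and 80.6.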

Interestingly, among the flowering time DEGs belonging to the gibberellin and Integrator pathways, the *BrSOC1* homologs (*BrSOC1-1, BrSOC1-2*, and *BrSOC1-3*) reached remarkably high expression levels in line “4004” upon vernalization; however, in line “50”, all *BrSOC1* genes were barely expressed, regardless of vernalization. The *BrGID1C* gene was differentially expressed between the two inbred lines without vernalization but showed no significant difference in expression under vernalization conditions, which was consistent with the RNA-Seq data. 

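In line “4004”, *BrGID1C* (Bra009970) had 941 ± 65 normalized counts under 0D Ver and 728 ± 28 under 35D Ver (SD, n = 2), a log2 fold change of -0.37 (standard error 0.11, adjusted p = 0.0258, limma). With the replicate number as a block, the adjusted p was 0.0609 at paired log2 differences of -0.34 and -0.40. With the numbers crossed, it was 0.00953 at paired differences of -0.26 and -0.48. The decrease was smaller than the log2 fold change of 1 that the paper requires for a DEG.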

The expression of *BrGID1C* in both inbred lines was also consistent with their respective bolting phenotypes, especially under non-vernalization conditions.

We also tested the expression levels of other Ft genes from both inbred lines (Supplementary Figure S4). 

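In line “4004”, *BrFLC1* (Bra009055) fell from 680.4 ± 76.9 normalized counts under 0D Ver to 36.1 ± 2.1 under 35D Ver (SD, n = 2), an 18.8-fold decrease of the mean (log2 fold change -4.20, standard error 0.15, adjusted p = 1.14e-06, limma). *BrFLC3* (Bra006051) fell from 1503 ± 146 to 85.4 ± 21.0 normalized counts (SD, n = 2), with a log2 fold change of -4.14 (standard error 0.17, adjusted p = 2.51e-06, limma). *BrFLC2* (Bra028599), which Table S5 also lists, fell from 1258 ± 106 to 86.8 ± 8.8 normalized counts (SD, n = 2; log2 fold change -3.84, adjusted p = 1.05e-06, limma). All 3 decreases lay far beyond the replicate differences, and with the replicate number as a block the adjusted p-values were 7.99e-08, 3e-08 and 3.8e-08 for *BrFLC1*, *BrFLC3* and *BrFLC2*.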

The genes of a major flowering determinant, *BrFLC1* and *BrFLC3*, were substantially repressed in both inbred lines after vernalization. 

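In line “4004”, *BrLHY* (Bra033291) rose most of these 7 genes (*BrCCA1*, *BrCOL1-2*, *BrCOL9*, *BrVIN3A*, *BrGA1*, *BrTOC1* and *BrLHY*), from 45.8 ± 0.9 normalized counts under 0D Ver to 1573 ± 31 under 35D Ver (SD, n = 2), a log2 fold change of 5.07 (standard error 0.12, adjusted p = 2.86e-07, limma). *BrCCA1* (Bra004503) rose from 288.9 ± 0.5 to 1876 ± 51 normalized counts (SD, n = 2), a log2 fold change of 2.70 (standard error 0.10, adjusted p = 1.4e-06, limma). *BrGA1* (Bra000864) rose from 86.6 ± 1.8 to 849 ± 106 and *BrVIN3A* (Bra020445) from 164.5 ± 18.6 to 1179 ± 147 (SD, n = 2), with log2 fold changes of 3.27 (adjusted p = 1.79e-06, limma) and 2.83 (adjusted p = 3.97e-06, limma). *BrCOL9* (Bra001264) rose from 223.9 ± 11.3 to 649 ± 35 normalized counts (SD, n = 2; log2 fold change 1.53, adjusted p = 4.11e-05, limma). *BrTOC1* (Bra035933) rose least of the 7, from 1747 ± 28 to 3153 ± 176 (SD, n = 2), a log2 fold change of 0.85 (standard error 0.10, adjusted p = 0.000439, limma). *BrCOL1-2* (Bra008668) rose from 87.1 ± 62.8 to 481.7 ± 200.6 normalized counts (SD, n = 2), but its replicates differed so much that the log2 fold change of 2.60 had a standard error of 0.70 and an adjusted p of 0.0629. With the replicate number as a block, its adjusted p was 0.264, at paired log2 differences of 1.36 and 3.84. With the numbers crossed, it was 2.49e-05, at paired differences of 2.24 and 2.96. For the other 6 genes, the adjusted p with the replicate number as a block stayed between 8e-09 for *BrLHY* and 0.00104 for *BrTOC1*.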

Expression of most Ft genes (*BrCCA1, BrCOL1-2, BrCOL9, BrVIN3A, BrGA1, BrTOC1,* and *BrLHY*) was induced by vernalization regardless of the inbred line. The *BrSPA3* and *BrGI* genes were not affected by vernalization. 

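In line “4004”, *BrSPA3* (Bra027259) had 409 ± 43 normalized counts under 0D Ver and 1074 ± 100 under 35D Ver (SD, n = 2), a log2 fold change of 1.39 (standard error 0.12, adjusted p = 9.59e-05, limma). *BrGI* (Bra024536) had 3724 ± 482 and 7581 ± 52 normalized counts (SD, n = 2), a log2 fold change of 1.03 (standard error 0.12, adjusted p = 0.000413, limma). Both 35D Ver libraries lay above both 0D Ver libraries for each gene. Adjusted p-values with the replicate number as a block were 6.35e-05 for *BrSPA3* and 0.000581 for *BrGI*.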

We hypothesized that the *BrSOC1s*, which displayed a distinct difference between “4004” and “50” after vernalization, might have a more important role in regulating the flowering of Chinese cabbage than other Ft genes.

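Among the 29691 genes tested in line “4004”, *BrSOC1-1* had the 91st, *BrSOC1-2* the 97th and *BrSOC1-3* the 111th largest log2 fold change between 35D Ver and 0D Ver. Of the other flowering time genes of Table S5, *BrLHY* ranked 17 (Bra033291) and 12 (Bra030496), whereas *BrGA1* ranked 119, *BrVIN3A* 193 and *BrCCA1* 214. The paper compares the lines in Figure 5, where it describes *BrSOC1s* as highly expressed upon vernalization in line “4004” and as barely expressed in line “50” with or without it, and from this difference it proposes that *BrSOC1s* might have a more important role in regulating flowering than other flowering time genes. Figure 5 shows qPCR beside RNA-Seq. The part of this reasoning that rests on line “50” uses qPCR and libraries that were not analysed here. The paper's own normalized counts of *BrSOC1-1* in line “50” also rise, from a mean of 4.7 under 0D Ver to 250.3 under 35D Ver. The 35D Ver replicates there have 337, 361 and 53, below the paper's mean of 749 for line “4004”.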

### 2.7. CRISPR/Cas9-Mediated Mutagenesis of Multiple BrSOC1 Homologs Introduced the Late-Bolting Trait into the Elite Line “20”

Based on RNA-seq and qPCR analyses, we identified *BrSOC1s* as the most important genes in vernalization. Then, we employed the CRISPR/Cas9 system to create *BrSOC1s* knockouts, which we used to examine whether these homologs were critical for the flowering phenotype in response to vernalization in Chinese cabbage. For this experiment, we choose the elite line “20” with a bolting time that was typical for *BrSOC1s* knockouts. In addition, we attempted to edit multiple *BrSOC1* genes of (three homologs: *BrSOC1-1/BrSOC1-2/BrSOC1-3*) at once by locating the protospacer adjacent motif (PAM) sequence and designing single-guide RNA (SgRNA) for the 1st exon of the three *BrSOC1s* (Figure 6a). Then, we performed the *BrSOC1s* editing using the Chinese cabbage transformation and regeneration method in the inbred line “20” as previously reported [40]. After co-cultivation of Chinese cabbage and *Agrobacterium tumefaciens* carrying the CRISPR/Cas9 vector system (No. 1 in Figure 6b), we confirmed the shoot and root regeneration in a selection medium (No. 2 and 3 in Figure 6b). Finally, we generated *BrSOC1s*-edited T_0_ plants (No. 4 in Figure 6b). We conducted next-generation sequencing (NGS) of T_0_ plant samples, which confirmed *BrSOC1s*-specific gene editing (Supplementary Figure S5) based on the insertion/deletion (indel) proportion. The genotype proportion of *BrSOC1-1* (Bra004928) with +1 bp insertion was 93.7% and that of *BrSOC1-2* (Bra000393) with −1 bp deletion and +1 bp insertion combined was 87.4%. In contrast, the *BrSOC1-3* (Bra039324) genotype proportion with +1 bp insertion was 34.0% (Figure 6c). In addition, “20” CRISPR/Cas9-*brsoc1-1/1-2/1-3* T_1_ (B36-1) plants did not display a bolting phenotype until 60 days after the 35 days of vernalization, unlike the “20” WT (Figure 6d). The average time to bolting was approximately 17 days in vernalized WT line “20” plants, but no bolting phenotype was observed within 100 days in the CRISPR/Cas9-mediated *BrSOC1s* mutagenesis T_1_ plants after the vernalization. In addition, the average number of leaves at the time of bolting was approximately 15 in WT line “20”, whereas the leaves could not be enumerated in the genome-edited *brsoc1s* because of leaf senescence, which already occurred during the long growth period (>60 days after 35 days of vernalization) (Figure 6e). Finally, we found that the high proportion of gene-edited *BrSOC1-1* and *BrSOC1-2* was sufficient to introduce the late-bolting trait in Chinese cabbage.

### 2.8. Backcross Breeding for Brsoc1/2/3 Mutagenesis Controlling the Late-Bolting Trait

We harvested 20 seeds from the T_0_ plant and performed NGS analysis, along with flowering phenotype observation in T_1_ plants obtained from 20 seeds. We determined that T_1_ plants, which were typically edited with *BrSOC1-1* and *BrSOC1-2* as in B36-1-9 (*brsoc1-1/1-2*) and *BrSOC1-1*, *BrSOC1-2*, and *BrSOC1-3* as in B36-1-18 (*brsoc1-1/1-2/1-3*), displayed late bolting (Figure 7a). However, T_1_ plants were difficult to use in the experiment because the Cas9 gene was integrated all plants. We then analyzed T_2_ generations of the two T_1_ plants. In addition, Chinese cabbage lines were selected that had the Cas9 gene removed (Supplementary Figure S6).

To validate that the CRISPR/Cas9-mediated mutagenesis of *brsoc1s* was linked to the late-bolting trait, the B36-1-9 line was backcrossed (B36-1-9 BC). The indel frequency of *BrSOC1s* was restored to about 50% in B36-1-9 BC T_1_ plants compared to before being B36-1-9 based on the NGS analysis (Supplementary Table S6). The B36-1-9 BC T_1_ plants were self-crossed to obtain T_2_ seeds, and 85 seeds of BC36-1-9 BC T_2_ seeds were analyzed for their genotypes and bolting characteristics (Supplementary Figure S7a, Supplemental Table S7). Among B36-1-9 BC T_2_ plants, the *brsoc1-1*/*brsoc1-2* plants displayed no bolting phenotype for 40 days after 35 days of vernalization, like B36-1-9 T_2_ plants (Supplemental Figure S7b). Finally, when *BrSOC1-1* or *BrSOC1-2* were backcrossed, the flowering phenotype was restored, suggesting that the *brsoc1-1/brsoc1-2* knockout plants carried the controlled late-flowering trait in Chinese cabbage.

### 2.9. Loss-of-Function BrSOC1s Showed Reciprocal Regulation with Nitrogen Signaling Genes and Nitrogen Content and Preserved Positive Feedback Regulation of the Original BrSOC1s Genes

To assess the molecular characteristics of the genome-edited *brsoc1s* mutants, we performed a qPCR analysis of *BrSOC1s* and nitrogen signaling genes and determined the nitrogen content in T_2_ plants based on the previous results comparing the two inbred lines, “4004” and “50”. Firstly, we determined the expression levels of original *BrSOC1* genes based on the observation that the positive feedback regulation is closely connected to flowering time in Arabidopsis [41]. The WT and B36-1 plants displayed different expression levels and patterns of the *BrSOC1s*. Under 0D Ver, when the *SOC1* expression remained at a basal level, there was no significant difference in the *BrSOC1s* expression levels of the genome-edited plants compared to those in the WT, although *BrSOC1-2* was decreased in the B36-1s. Upon vernalization, the expression levels of all three *BrSOC1s* were markedly induced in the WT line “20” with up to 30-fold change, whereas the B36-1 genome-edited plants did not respond to vernalization, displaying significantly lower expression levels (Figure 7b, upper graphs). The loss-of-function *NIA1* in Arabidopsis had antagonistically increased expression levels of *SOC1*. Therefore, we examined the nitrogen signaling genes *BrNIA1* and *BrNIR1* in B36-1s plants. Remarkably, the expression levels of these genes differed from those in the WT. Without vernalization, the expression level of *BrNIR1* was lower in the B36-1s mutants than in the WT, but there was an approximately 4-fold (B36-1#9) or 10-fold (B36-1#18) expression level increase in response to vernalization. Similarly, the expression level of another nitrogen signaling gene, *BrNIA1,* was up to 40-fold increased after vernalization in B36-1s mutants, compared to the expression level without vernalization (Figure 7b, lower graphs). The significant expression level variations in the nitrogen signaling genes in B36-1s plants led us to the analysis of the nitrogen content. Interestingly, the nitrate content was higher in the B36-1#18 mutant than in the WT (4-fold higher in the 0D Ver sample and 9-fold in the 35D sample). The nitrate content in WT “20” plants was reduced in response to vernalization with a 2-fold change, whereas the B36-1#18 plants displayed no significant variation (Figure 7c). In addition, transcript levels of *BrCIR1* and *BrCRY2* were also decreased in the B36-1s than that of WT “20” under 35D Ver conditions (Supplemental Figure S8). Although the nitrate content did not completely match the tendency of the nitrogen reductase expression level observed by comparing WT and B36-1s, the data suggested that *BrSOC1s* played a central role in flowering and reversely modulated the expression levels of nitrogen signaling genes in Chinese cabbage. Additionally, this result indicated a *BrSOC1s*-specific control mechanism by positive feedback, which appeared to be conserved between Chinese cabbage and Arabidopsis.

## 3. Discussion

Although the knowledge of the flowering mechanism is of fundamental importance for improving crop productivity, the molecular basis of flowering time control has not yet been elucidated in Chinese cabbage. In this study, we accessed the molecular variation in flowering time between early- and late-bolting inbred lines of Chinese cabbage via RNA-Seq and CRISPR/Cas9 technologies.

We previously detected 223 flowering time genes in the early-bolting Chinese cabbage inbred line “4004”, of which approximately 20% were regulated by vernalization [12]. 

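In the 4 libraries of line “4004” analysed here, 12042 of the 29691 tested genes had an adjusted p below 0.05 between 35D Ver and 0D Ver with limma. The number was 10334 with the replicate number as a block and 14317 with the numbers crossed between conditions. With the paper's further criteria of a log2 fold change of at least 1 and a normalized count of at least 500, read here as the higher of the group means, 920 genes (3.1% of those tested) were DEGs, of which 399 rose and 521 fell under 35D Ver. The choice that moved this number most was the threshold on fold change, without which 4771 genes passed. A block for the replicate number left 915 DEGs, and a block with the numbers crossed between conditions 918. Without any test, 955 genes changed by 2-fold or more in their group means at the same count threshold. Of the 43 flowering time genes of Table S5, 28 were DEGs, 23 of which rose and 5 fell under 35D Ver. They comprised 12 enhancers, of which 11 rose, and 16 repressors, of which 12 rose. Copies with the same Arabidopsis match, such as those of *BrUBC1*, *BrCOL9*, *BrPHYA* and *BrSOC1*, are counted separately in these numbers. Reads may be shared between such copies, so the numbers are not of independent genes. The paper's table marks 29 of the 43 as DEGs between 35D Ver and 0D Ver in line “4004” from its 3 replicates. By its title, that table lists flowering time DEGs, and the paper's data include the 4 libraries analysed here. The reading of the count threshold also followed from its marks. A high share and a close match were therefore favoured beforehand, and the share does not describe flowering time genes in general. The full list of flowering time genes of the earlier study was not used here, so the share of it regulated by vernalization was not computed.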

In the present study, we performed transcriptome profiling of two inbred lines, “4004” and “50”, exhibiting different bolting times. However, comparative transcriptome profiling of these two lines was difficult because of two reasons. Firstly, most of the DEGs identified between the two lines were detected in the absence of vernalization, and only a few DEGs were identified after vernalization (Figure 2). Thus, the DEGs identified between the two lines before vernalization were responsive to vernalization. For instance, the expression of *BrFLCs* was highly down-regulated in both lines after vernalization, despite the significant difference between the two lines prior to vernalization, and the expression of *BrTEM1, BrGID1C*, and *BrVRN1* was also substantially decreased after vernalization in line “4004” but not in line “50” (Supplementary Table S5). 

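In line “4004”, each of the decreases was present whichever library was left out. The log2 fold change stayed between -4.31 and -4.07 for *BrFLC1*, between -3.94 and -3.73 for *BrFLC2* and between -4.39 and -3.87 for *BrFLC3*. For *BrVRN1* it ranged from -3.18 to -2.17. For *BrTEM1*, whose 35D Ver replicates had 871 and 1328 normalized counts, it ranged from -1.35 to -0.73. For *BrGID1C* it ranged from -0.44 to -0.28, so the mean under 35D Ver was 0.77 of that under 0D Ver, against 0.49 for *BrTEM1* and 0.15 for *BrVRN1*. For line “50”, whose libraries were not analysed here, the paper's averages in Table S5 are 767.3 ± 59.9 normalized counts under 0D Ver and 921 ± 312 under 35D Ver for *BrTEM1*, 395.7 ± 59.8 and 749 ± 192 for *BrGID1C*, and 745 ± 177 and 535 ± 238 for *BrVRN1* (SD of the paper's 3 replicates).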

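In line “4004”, lowering the threshold on the normalized count from 500 to 50, the value that the methods give for flowering time genes, raised the number of DEGs between 35D Ver and 0D Ver from 920 to 2868 of the 29691 tested genes. Among the 43 genes of Table S5 the number rose from 28 to 30. The additional genes were *BrCIR1* and a *BrLUX* copy (Bra018204), whose normalized count rose from 91.4 ± 6.7 to 328.5 ± 6.0 (SD, n = 2; log2 fold change 1.84, adjusted p = 3.9e-05, limma).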

Secondly, because of the low read counts in our analysis, there was a substantial number of flowering time genes that failed to meet the criteria to be categorized as DEGs in response to the two vernalization conditions or based on the differences between the two inbred lines. Finally, only 5% of the flowering time genes (12 out of 223) were differentially expressed between line “4004” and line “50”. This suggested the possibility that other regulatory pathway genes controlled the bolting time in these two inbred lines.

The identification of DEGs involved in N metabolism is an interesting finding because nitrate or N in plant tissues affects the flowering time [42,43]. Therefore, *BrNIR* and *BrNIA* are good candidates for determining the flowering mechanism in Chinese cabbage. The RNA-Seq and qPCR analyses revealed that the expression levels of *BrNIR* and *BrNIA* were up-regulated in line “50” grown with or without vernalization (Figure 3C). NIR is the main enzyme responsible for the production of NO and affects a wide range of physiological and developmental processes in plants, including flowering timing in Arabidopsis [5,44,45]. In Arabidopsis, flowering is facilitated when plant growth occurs under low-nitrate conditions compared with growth under high-nitrate conditions. Furthermore, the expression of flowering time genes is regulated by nitrate availability; for example, low nitrate conditions repress flowering repressors and activate flowering enhancers [43,46]. Because nitrate availability affects the flowering pathway and the timing of the vegetative-to-reproductive phase transition, we surmise that increased expression of *BrNIR* and *BrNIA* in line “50” contributes to flowering repression in Chinese cabbage, consistent with the study in Arabidopsis [5]. The differentially expressed flowering time genes that affect the N metabolism may comprise a potential regulatory network linked to N signaling and the flowering pathway in Chinese cabbage, as suggested by the findings in Arabidopsis. Our data suggest that *BrCIR1* and *BrSOC1s* are responsive to vernalization (Figure 5). 

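In line “4004”, the 0D Ver replicates of *BrCIR1* had 112 and 43.9 normalized counts and its 35D Ver replicates 237 and 444. Both 35D Ver values lay above both 0D Ver values, and with each library left out in turn the log2 fold change ran from 1.54 to 2.86. Its paired log2 differences were 1.08 and 3.31 by replicate number. With the numbers crossed between conditions, a pairing chosen after seeing the values, they were 1.98 and 2.41. The adjusted p with limma was 0.0482 without a block, 0.22 with the replicate number as a block and 8.27e-06 with the numbers crossed. Whether the increase passes the threshold therefore depends on the pairing.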

The MYB-related protein CIR1, also known as REV2, is involved in circadian regulation and acts as a negative regulator of flowering in Arabidopsis [47]. Furthermore, nitrate treatment significantly induces *CIR1* expression [6]. This led us to speculate that CIR1 is a critical factor for the N-mediated regulation of flowering time. Surprisingly, *BrCIR1* expression was higher in line “50” than in line “4004” after vernalization (Figure 5). Expression of the floral integrator gene *SOC1* also increases under low-nitrate conditions, leading to accelerated flowering [46]. The difference in the expression level of *BrSOC1s* between the two inbred lines was also correlated with the transcript levels of N metabolism genes *BrNIR* and *BrNIA* (Figure 3 and Figure 5).

CRISPR/Cas9-mediated mutagenesis is a reliable system employed in functional studies on multiple-gene clusters of unknown functions and is becoming one of the most effective tools to create desirable phenotypes in crops relying on transformation technology. Therefore, it is the preferable tool for verifying that the regulation and function of *BrSOC1s* are associated with N signaling in the Chinese cabbage flowering pathway. There are three *SOC1* genes in Chinese cabbage, but it is not known whether all of them are involved in flowering time control. However, their involvement in flowering is considered to be highly likely because their response to vernalization appears to be robust (Figure 5), and the double and triple mutants have a delayed flowering phenotype (Figure 6). Moreover, the knockout mutants of *SOC1* that were backcrossed with WT line “20” appear to indicate that *BrSOC1* and *BrSOC2* are concurrently involved in controlling flowering time in Chinese cabbage (Supplementary Figure S7).

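In the RNA-Seq libraries of line “4004”, the log2 fold change with each library left out in turn stayed between 3.38 and 3.79 for *BrSOC1-1*, between 3.27 and 3.72 for *BrSOC1-2* and between 3.11 and 3.56 for *BrSOC1-3*. The paired log2 differences by replicate number were 3.796 and 3.359 for *BrSOC1-1*, 3.83 and 3.14 for *BrSOC1-2*, and 3.63 and 3.03 for *BrSOC1-3*. For each gene the 35D Ver replicates differed more than the 0D Ver replicates, with 892 and 644 normalized counts against 61.8 and 72.0 for *BrSOC1-2*. The 3 genes shared their summed count in similar proportions in every library, with *BrSOC1-1* at 34.9% and 32.4% under 0D Ver and at 36.2% and 36.7% under 35D Ver. Reads that match more than 1 copy could have been assigned to any of them, so the increase of a single copy is less certain than that of the 3 together.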

In the *BrSOC1* triple mutant, the expression of the *BrNIR1* and *BrNIA1* genes was increased after vernalization (Figure 7b), suggesting the possibility that the *SOC1* gene inhibited NO signaling during vernalization treatment, as previously shown in Arabidopsis [5]. It can be presumed that the NO signal and SOC1 form a regulation loop that inhibits each other (Figure 8). In addition, SOC1 expression was not increased in the *brsoc1s* triple mutant even after vernalization. This may occur if the *brsoc1s* mutant transcript is unstable, but it appears to be less likely because it was similar or slightly lower before the vernalization process. Therefore, it is possible that *BrSOC1* expression is regulated by positive feedback after vernalization. These two regulation mechanisms—suppression of negative regulators (NO signal) and positive feedback of itself—can quickly induce the *SOC1* gene expression and strongly increase it after vernalization. More detailed research will be needed to confirm our model. Thus, our results suggest that NO signaling genes play an essential role in the regulation of flowering time in Chinese cabbage by differentially regulating the expression of the key flowering enhancer *SOC1* (Figure 8).

In summary, comparative transcriptome profiling of two inbred lines identified genes with a potentially critical role in regulating the bolting time in Chinese cabbage. Additionally, our data suggest that genes involved in nitrate metabolism also function in the flowering pathway in Chinese cabbage.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

Inbred lines of Chinese cabbage (*Brassica rapa* ssp. *pekinensis*), “4004” (early-bolting line), “50” (late-bolting line), and “20” (early-bolting line, elite variety) were used in this study. Seeds were obtained from NongHyup Seed in Korea (Gyeonggi-do, Anseong, Korea). Seeds were sown in sterilized soil and placed in a growth room maintained at 23 °C under long-day conditions (16 h light/8 h dark). After 1 week, vernalization of seeds was initiated in a cold room at 5 ± 1 °C with a 12 h light/12 h dark photoperiod for 35 days. Seeds not subjected to vernalization served as a control. After vernalization, plants were transferred to the growth room and grown for 40 days. The flowering phenotype was assessed based on the rosette leaf numbers and the days to bolting, which were recorded when the length of the floral axis was ≥0.5 cm. All experiments were performed in three independent biological replicates (*n* = 10 per replicate). To conduct RNA-seq analysis, shoot samples from five independent plants without vernalization (0 days) and with vernalization (35 days) were collected at the same time point in the light/dark cycle; samples were collected in three independent biological replicates (Supplementary Figure S1a).

### 4.2. Total RNA Isolation, Library Construction, and RNA-Seq Analysis

Total RNA was extracted from 250 mg shoot tissue of lines “4004” and “50” subjected to vernalization for 0 days (D0_4004 and D0_50) or 35 days (D35_4004 and D35_50) in three biological replicates using RNAiso Plus TRIzol (TaKaRa, Shiga, Japan). For line “4004”, we integrated duplicate RNA-seq data that we previously generated; therefore, only one set of samples was newly analyzed in this line. The purified total RNA was analyzed with a NanoDrop 1000 spectrophotometer (Thermo Fisher, Waltham, MA, USA). Then, 6 μg RNA was used for cDNA library construction after passing an RNA quality evaluation. Subsequently, cDNA sequencing libraries were constructed using the TruSeq RNA Library Prep Kit (Illumina, Inc., San Diego, CA, USA) and sequenced on the Illumina HiSeq™2000 platform (Illumina, Inc., San Diego, CA, USA) to generate 101 bp paired-end reads. All raw sequences were deposited in the GenBank Gene Expression Omnibus (GEO) under the accession numbers GSE106444 (for previous “4004” RNA-seq duplicates) and GSE139375.

### 4.3. Transcriptome Assembly and Mapping

Raw sequence reads were analyzed using the RNA-seq parameter of the Illumina pipeline. The raw reads were filtered using several trimming steps to remove adaptor contamination, low-quality sequences, and reads containing stretches of Ns. The DynamicTrim and LengthSort programs of SolexaQA (v. 1.13) were used on reads with a Phred quality score of 31 (Q ≥ 20) and a minimum length of 25 bp [48] (Supplementary Figure S1b).

The filtered datasets were pooled and mapped using the *Brassica rapa* reference gene set (http://brassicadb.org/brad/, accessed on 27 April 2021, version 1.5). Mapping was analyzed using the Bowtie2 (v2.1.0) program with default settings (mismatch ≤ 2 bp) [49] (Supplementary Figure S1c).

### 4.4. Identification and Analysis of DEGs

Gene expression data of lines “4004” and “50” obtained in this study (a total of eight samples) and of four samples of line “4004” obtained previously [12] (a total of 12 samples) were used for the identification of DEGs. To identify DEGs between two vernalization treatments and between the two inbred lines, raw reads were normalized using the DESeq library in R (v3.5.1) [50]. Genes with normalized read count ≥ 500, log_2_(fold-change) ≥ 1, and adjusted *p*-value (FDR) < 0.05 were designated as differentially expressed. Furthermore, flowering time-related DEGs were analyzed with read count > 50 for the purpose of gathering the number of DEGs (with the same criteria: log_2_(fold-change) ≥ 1, and adjusted *p*-value (FDR) < 0.05). The expression of DEGs in lines “4004” and “50” (4004 vs. 50) was normalized relative to their expression in line “50” treated with vernalization for 0 days (D0_50) to identify up- and down-regulated genes, which were depicted as Venn diagrams drawn using Microsoft PowerPoint and as bar graphs generated using Microsoft Excel. Flowering enhancer/repressor and pathway were analyzed as described previously [12].

### 4.5. Functional Annotation of DEGs

To conduct functional annotation, the annotated genes were compared with gene sequences in the Phytozome database (http://www.phytozome.net/, accessed on 27 April 2021) using BlastP (E values ≤ 1 × 10^−10^) (BLAST v.2.2.28+). A gene ontology (GO) database (http://www.geneontology.org, accessed on 27 April 2021) was used for GO enrichment analysis, and transcripts were annotated using BlastX (E values ≤ 1 × 10^−10^). GO pathway enrichment analysis was conducted using the adjusted *p*-value < 0.05.

### 4.6. Real-Time Reverse Transcription PCR (qPCR) Analysis

To validate the results of RNA-Seq analysis, selected genes were analyzed by qPCR in three biological replicates. Total RNA was treated with DNaseI (Thermo Fisher Scientific, Waltham, MA, USA) to remove genomic DNA contamination, and 2 µg total RNA was used for first-strand cDNA synthesis using PrimeScript^TM^ RT Master Mix (TaKaRa, Shiga, Japan), according to the manufacturer’s instructions. The cDNA was resuspended in nuclease-free water and used for qPCR analysis with a CFX Connect™ Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). *BrActin* (Bra022356) was used as an internal control for normalizing mRNA levels. All primer sets used in this study are listed in Supplementary Table S1.

### 4.7. Bioinformatics Analysis

Amino acid sequences of AtNIA1 (At1g77760) and AtNIR1 (At2g15620) proteins were used for phylogenetic tree analysis. BrNIA1s and BrNIRs amino acid sequences were constructed using tblastx from transcript id of RNA sequencing data. The phylogenetic tree of NIA1 and NIR1 between Arabidopsis and Chinese cabbage was constructed using the neighbor-joining method in Molecular Evolutionary Genetic Analysis (MEGA; version 7) for whole protein sequences.

### 4.8. Nitrate Assay

The nitrate assay protocol was based on the salicylic acid method [51,52]. The assays were performed using three independent *B. rapa* leaves in the same position as previously described in an *Arabidopsis* methods [38]. Weighed leave samples (up to 100 mg) in a 1.5 mL tube were frozen in liquid nitrogen and milled into powder using a grinder. Then, 1 mL of sterilized deionized water was added into the tube, followed by boiling for 25 min. The samples were centrifuged at 13,000 rpm for 10 min at 4 °C, and 0.1 mL supernatant was transferred into a 15 mL conical tube (Hyundai Micro, Seoul, Korea). Next, 0.4 mL of 5% salicylic acid-sulfate acid solution (5 g salicylic acid (Sigma-Aldrich, St. Louis, MO, USA) in 100 mL sulfate acid (Junsei, Tokyo, Japan) was added, the sample was mixed thoroughly by inverting, the reaction incubation was conducted at 23 °C for 20 min and 9.5 mL of 8% NaOH solution was added. Before measurement, standard curves were checked using KNO_3_^−^ (Sigma-Aldrich, St. Louis, MO, USA; 10 to 120 mg/L concentration), and regression analysis was conducted based on the standard curve. The OD_410_ value was determined after cooling the tube to room temperature; 0.1 mL of sterilized deionized water was used as a control instead of the supernatant.

### 4.9. CRISPR/Cas9-Mediated Mutagenesis of BrSOC1-1/1-2/1-3 and Genetic Transformation

Cas-Designer (http://www.rgenome.net/cas-designer/, accessed on 27 April 2021) was used to design sgRNA. The sequences of the Chinese cabbage *SOC1* genes (Bra000393, Bra004928, and Bra039324) were compared to find a region with matching sequences. Then, sgRNAs were designed (5′-TCTGATCATCTTCTCTCCTAAG-3′) in the corresponding region to target the three *BrSOC1* genes with one sgRNA. The sgRNA was synthesized with a restriction enzyme sequence for cloning, and it was cloned into the pHAtC vector [53] treated with the restriction enzyme AarI (CACCTGC (4/8)^). The recombined vector was transformed into *Agrobacterium tumefaciens* LBA4404 and then used for transformation of Chinese cabbage plants.

The Chinese cabbage elite line “20” (NongHyup Seed. Gyeonggi-do, Anseong Korea) was used for the transformation of Chinese cabbage according to the previously published method [40]. For transformation, hypocotyl was incubated for ~1–2 days in darkness, and then it was cut into segments with a length of 0.5 to 1 cm. Co-culture was performed with the transformed *Agrobacterium tumefaciens* in the dark for 2 days. After washing, the explants were cultivated in a callus induction medium (MS salts, including 3% sucrose, 5 mg/L benzyl adenine (BA), 1 mg/L naphthaleneacetic acid (NAA) and 300 mg/L cefotaxim) in the dark for 3 days. The induced calli were transferred to a shoot induction medium (MS salt, including 3% sucrose, 10 mg/L BA, 1 mg/L cefotaxime, and 10 mg/L hygromycin). Once the shoot was obtained, it was cultured in a root-inducing medium (MS salt, including 3% sucrose, 0.1 mg/L NAA, and 0.1 mg/L gibberellin).

### 4.10. Backcross Breeding for Brsoc1s

All organs, except the pistil, were removed from the “20” buds that were not opened; then, the *Brsoc1/2/3* (B36-1-9, T_1_) pollen was used for crossing. The obtained seeds were sown, and genomic DNA was extracted from each plant. The indel analysis was performed using NGS to confirm that the *Brsoc1/2/3* mutation was hetero. Several confirmed plants were selected, and selfing was performed to obtain seeds of the next generation.

### 4.11. Characterization of Mutations Inherited from the T0 to T2 and the Backcrossing Generations in Transgenic Plants

To examine the mutations of *BrSOC1* genes in transformed Chinese cabbage plants, sequences adjacent to the target positions were amplified with primer sets (*BrSOC1-1*, 5′-AGGTCGTTTTATGTGTATGAC-3′, 5′-ACTCACTTTACAGTTAACAC-3′; *BrSOC1-2*, 5′-CCCAAAGGAAGATTGTATAA-3′, 5′-ACCCTCCCTCTAAGCAAACG-3′; *BrSOC1-3*, 5′-GTTCTCTGCAAGTTAAAAAG-3′, 5′-TGTATAAACCAAGACATACT-3′). The PCR products were subjected to deep sequencing performed at ToolGen Inc. (ToolGen, Seoul, Korea) to detect the mutations.

## Figures and Tables

**Figure 1:**
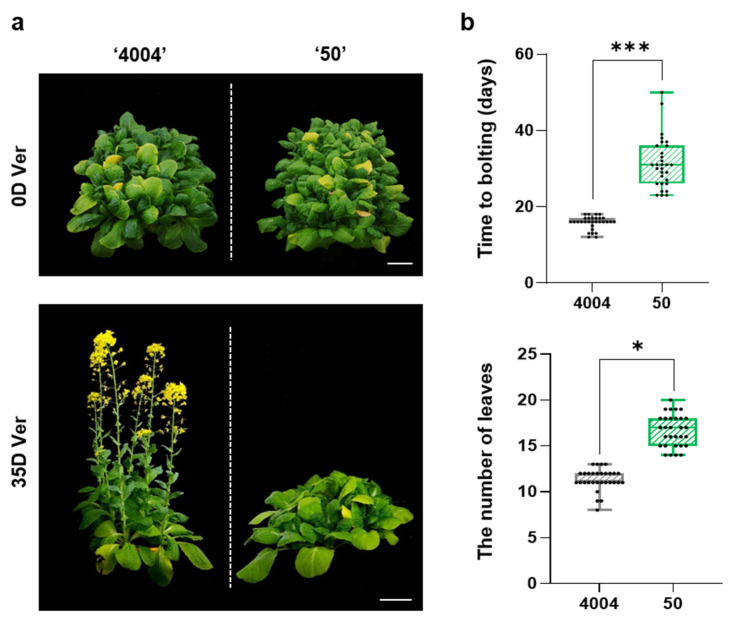
Extensive bolting variation in two Chinese cabbage inbred lines, “4004” and “50”, in response to vernalization. (**a**) Bolting phenotypes of the early-bolting line “4004” and the late-bolting line “50” following vernalization for 0 or 35 days. Non-vernalized seedlings (0 days, 0D Ver) were grown at 23 °C for 30 days. Vernalized seedlings (35 days, 35D Ver) were grown at 5 ± 1 °C and 12 h light/12 h dark photoperiod for 35 days and then transferred to a growth room at 23 °C for 20 days. Scale bar = 5 cm. (**b**) Statistical analysis of the days to bolting and the number of leaves in the two inbred lines. The leaves were counted when the plants started bolting. All experiments were performed in three independent biological replicates (*n* = 10 per replicate). Statistically significant differences are indicated with asterisks (* *p* < 0.05, *** *p* < 0.001; Student’s *t*-test).

**Figure 2:**
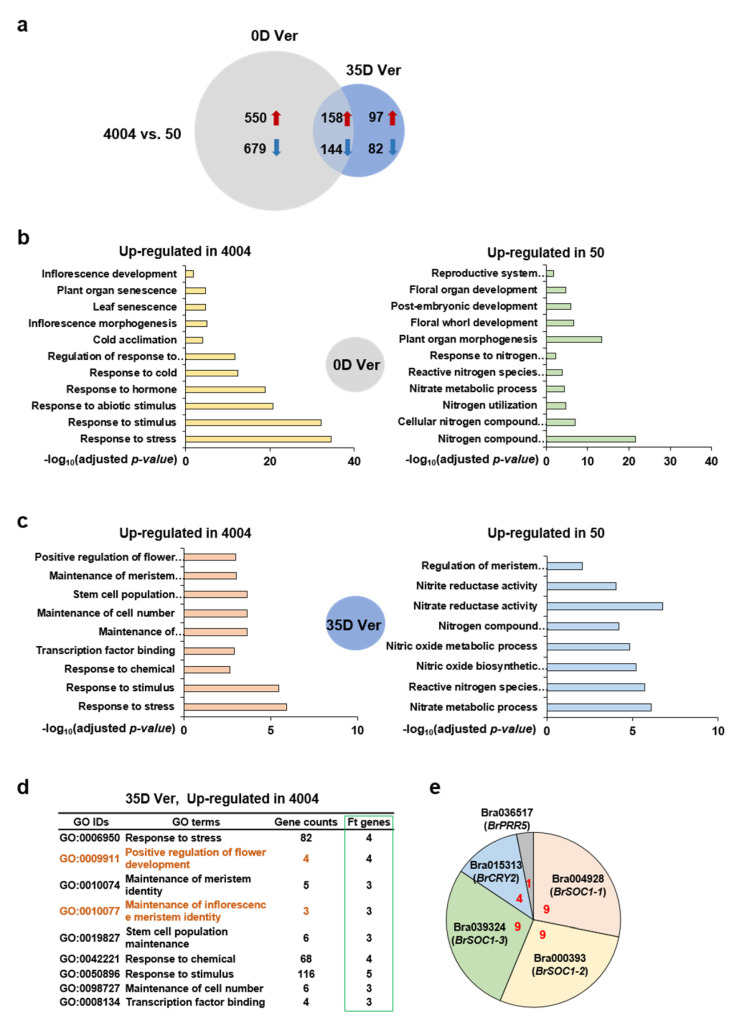
Bioinformatic analysis of RNA-seq data comparing lines “4004” and “50” grown with or without vernalization. (**a**) Differentially expressed genes (DEGs) were detected by comparing “4004” and “50” at each vernalization time point (0D Ver, 0 days vernalization; 35D Ver, 35 days with vernalization). Red arrowheads indicate up-regulated DEGs; blue arrowheads indicate down-regulated DEGs. (**b**,**c**) Gene ontology (GO) enrichment analysis of up- or down-regulated DEGs in “4004” vs. “50” (up-regulated DEGs in “50”) under 0D Ver conditions (**b**) and 35D Ver conditions (**c**). The most enriched GO terms are shown (adjusted *p*-value < 0.05). (**d**) Identification of flowering time genes derived from GO terms up-regulated in “4004” under 35D. The orange font represented GO trems of flowering pathway-related genes. (**e**) Circular graph distribution of flowering time (Ft) genes in Figure 2d. Red number means the number of GO pathways with Ft genes.

**Figure 3:**
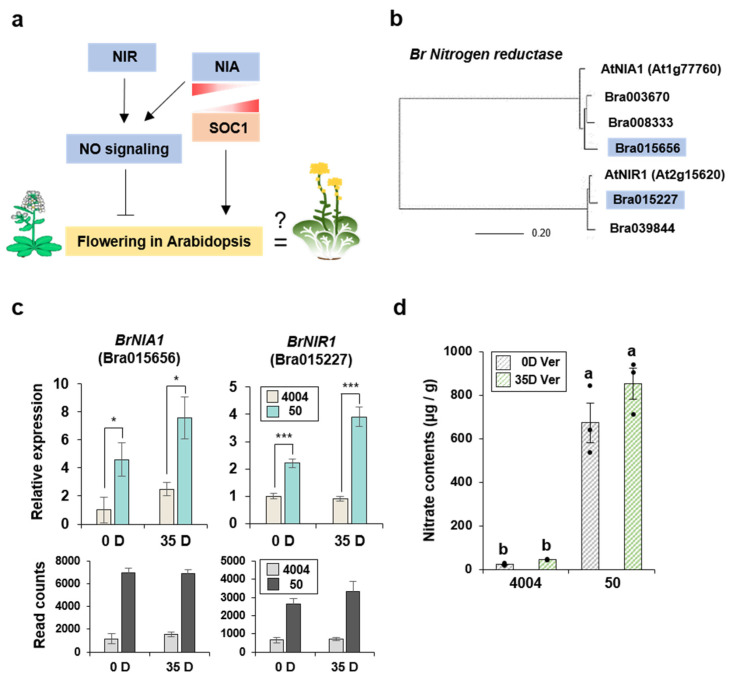
Identification and gene expression levels of nitrogen reductase genes in two inbred lines. (**a**) Schematic flowchart of Arabidopsis studies assessing nitrogen reductase genes and flowering. (**b**) Phylogenetic relationship between Arabidopsis and Chinese cabbage nitrogen reductase-encoding genes. The phylogenetic tree was created using the neighbor-joining method. The scale bar shows evolutionary distances based on amino acid substitutions. (**c**) Quantitative RT-PCR (qPCR) results of nitrogen reductase genes (Bra015656 and Bra015227) compared to that of RNA-seq results. The actin (*BrACT2)* was used as an internal control. In the qPCR analysis, the expression level of each from “4004” on day 0 was defined as “1”. Error bars represent standard error (SE) of three replicates. Statistically significant differences are indicated with asterisks (* *p* < 0.05, *** *p* < 0.001; Student’s *t*-test). (**d**) Nitrogen content in lines “4004” and “50” at each vernalization time point (0 and 35 days). Three black dots indicate each biological replicate (*n* = 3), bar graphs mark the average of biological triplicates, error bars mean ± SE of biological triplicates, and the different letters indicate a significant difference between samples (*p* < 0.05, one-way ANOVA followed by Tukey post-hoc test).

**Figure 4:**
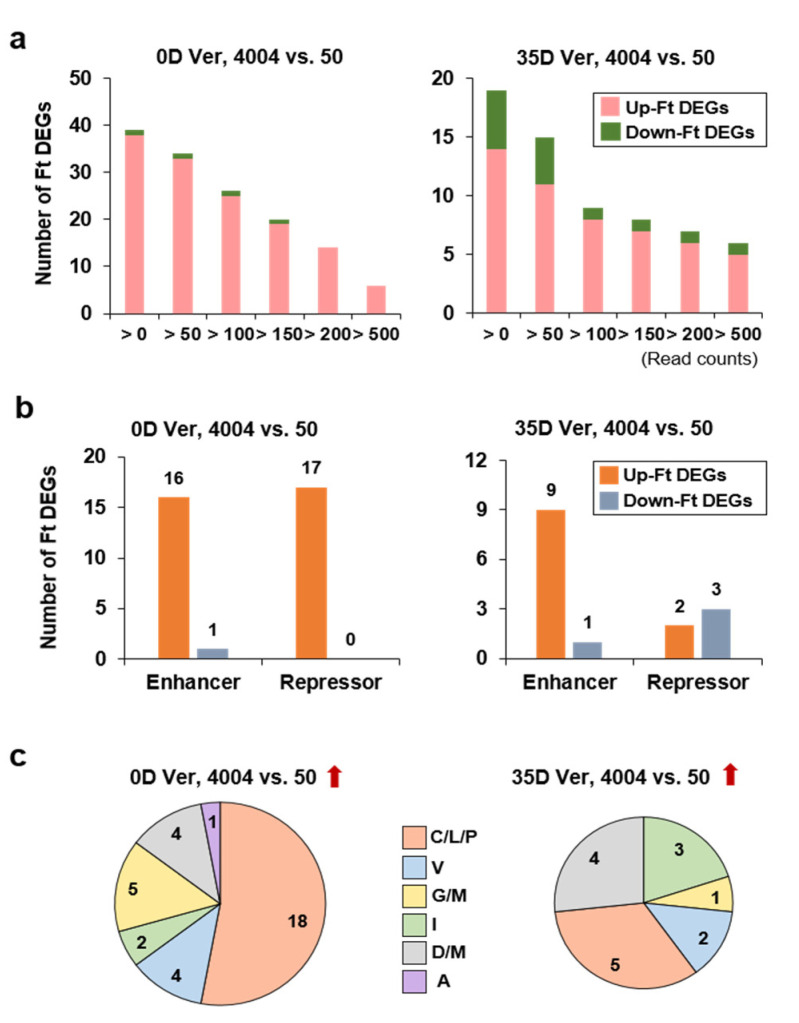
Flowering time-related DEGs based on the comparison between lines “4004” and “50”. (**a**) The expression map of the up-regulated flowering time DEGs according to the expression level comparison of “4004” vs. “50”. The bar graph shows the number of flowering time DEGs based on “4004” vs. “50” plants. (**b**) Classification of flowering time DEGs according to flowering enhancer/repressor criteria. The bar graph shows the number of up-regulated flowering time DEGs based on “4004” vs. “50” plants (read count > 50). (**c**) Circle graph distribution of flowering time DEGs according to flowering pathways. Red arrowheads indicate up-regulated DEGs detected by comparing “4004” vs. “50”. C/L/P, circadian clock, light signaling and photoperiod); V, vernalization; G/M, gibberellin signaling and metabolism; I, integrator; D/M, development and meristem response; A, autonomous.

**Figure 5:**
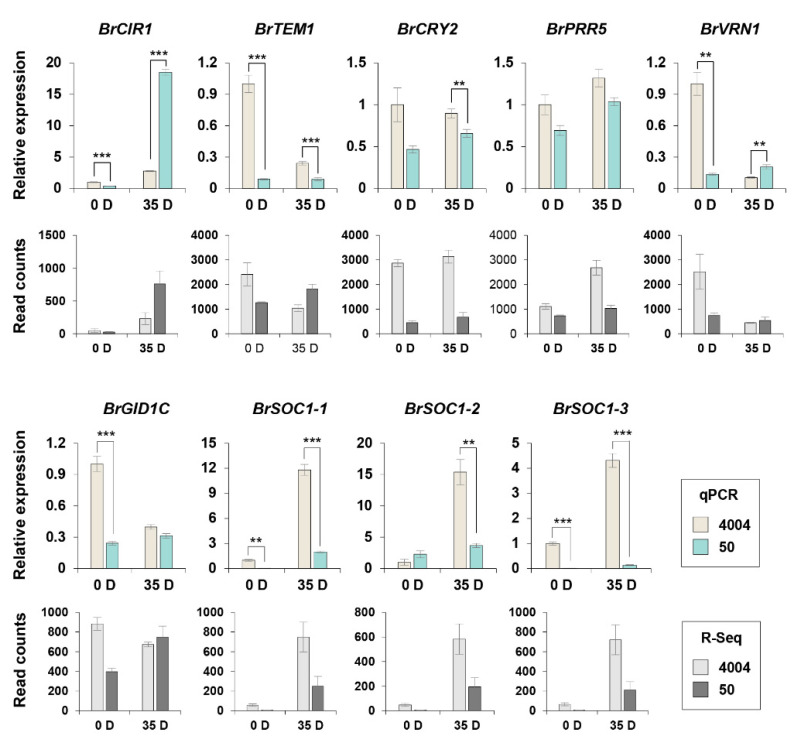
Quantitative RT-PCR (qPCR) analysis of flowering time genes in the two inbred lines cultured with or without vernalization. This analysis was done in the same leaf samples (+/− Vernalization) used for RNA sequencing. The qPCR and RNA-seq results of the target genes were compared to confirm the gene expression effects in relation to the flowering mechanism. The list of target flowering time genes is shown in Supplementary Table S5. The expression levels of flowering time DEGs and genes were normalized to actin (*BrACT2*) as a reference gene. The expression levels of genes in line “4004” on day 0 (no vernalization) were defined as “1”. Data points represent mean ± SE of three replicates. 0 D, 0 days vernalization; 35 D, 35 days vernalization. Statistically significant differences are indicated with asterisks (** *p* < 0.05, *** *p* < 0.01; Student’s *t*-test).

**Figure 6:**
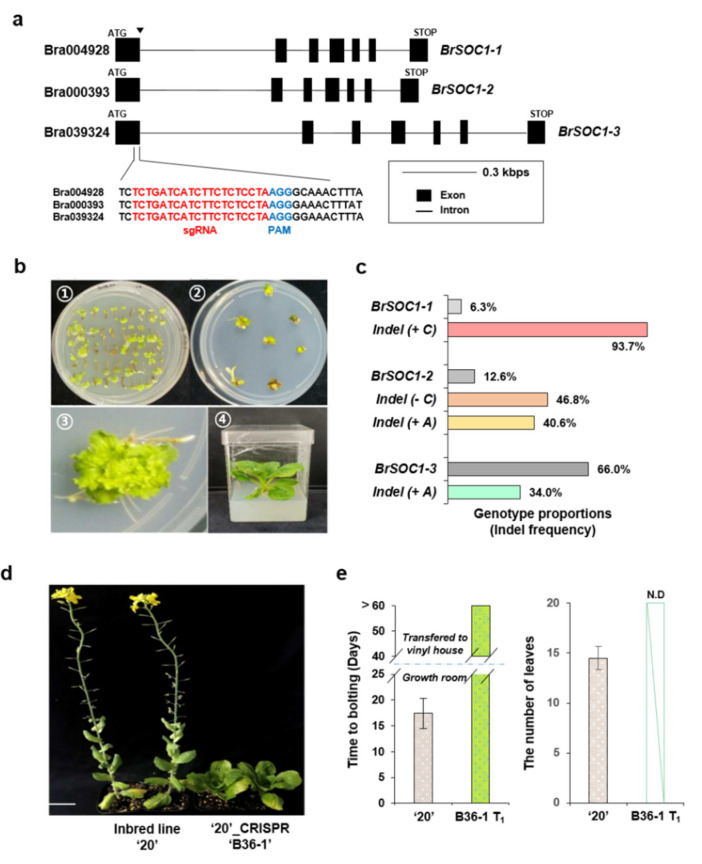
Analysis of *BrSOC1-*encoding genes edited using CRISPR/Cas9 in *Agrobacterium tumefaciens*-mediated Chinese cabbage transformation and regeneration. (**a**) Generation of single-guide RNA (sgRNA) from exon 1 of *BrSOC1s* genomic sequence. (**b**) Chinese cabbage transformation and regeneration process. The pictures show the following: ① culture in a selection medium after co-cultivation of Chinese cabbage and *Agrobacterium tumefaciens*; ② shoot regeneration; ③ magnified picture of shoot regeneration; and ④ plant with root regeneration. (**c**) Analysis of T_0_ plant by next-generation sequencing (NGS). Percentage indicates proportion between wild-type line “20” and insertion/deletion (indel) variants (#) of *BrSOC1s* genome-edited plants. (**d**) Representative plants illustrating the bolting phenotype of wild-type (“20” inbred line with early bolting) and genome-edited T_0_ plants (B36-1 with late bolting). Scale bars = 5 cm. (**e**) Statistical analysis of the days to bolting and number of leaves in “20” and B36-1 under culture room condition for 30 days and then transferred to the vinyl house for over 30 days (*n* = 20, T_0_ generation, error bars = S.D.). N.D, not determined due to late bolting under vinyl house conditions.

**Figure 7:**
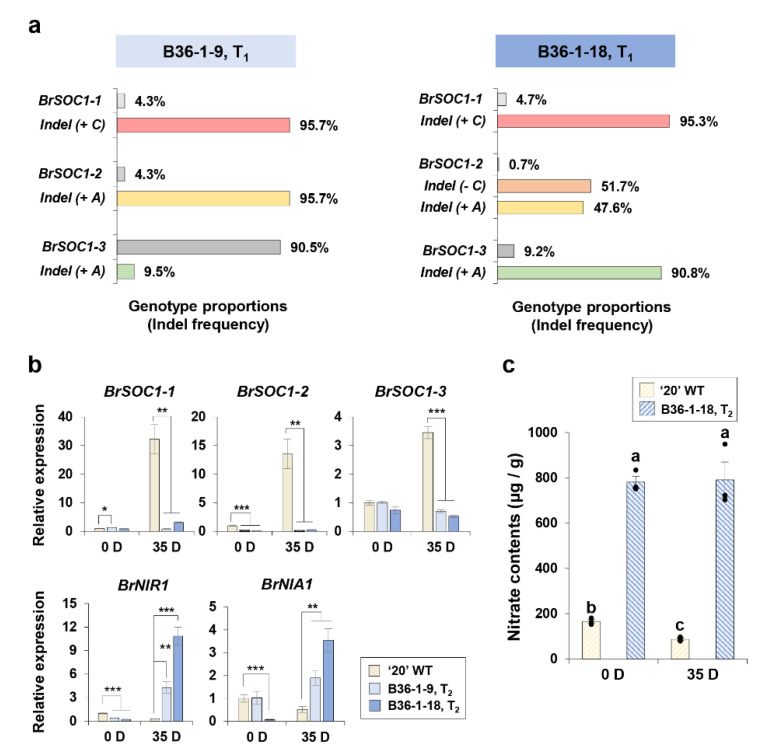
Molecular characterization of CRISPR/Cas9-mediated *BrSOC1s* genome-edited T_2_ plants. (**a**) NGS analysis of T_1_ plant having differential *BrSOC1s* gene editing. Percentage means proportion between WT and indel variants. (**b**) The transcript levels of *BrSOC1s* and nitrogen signaling genes *BrNIR1* and *BrNIA1* in genome-edited B36-1 plants. *BrACT2* was used as an internal control to quantify the transcripts. The expression level of a gene in the “20” wild type (WT) on day 0 (no vernalization) was defined as “1”. Values are mean ± SD. Statistically significant differences are indicated with asterisks (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; Student’s *t*-test). (**c**) Nitrogen content in “20” WT and B36-1 T_2_ #18 at both vernalization time points (0 and 35 days). Three black dots indicate each biological replicates (*n* = 3), the graph bars represent the averages of biological triplicates, error bars mean ± SE of biological triplicates, and different letters indicate a significant difference between samples (*p* < 0.05, one-way ANOVA followed by Tukey post-hoc test).

**Figure 8:**
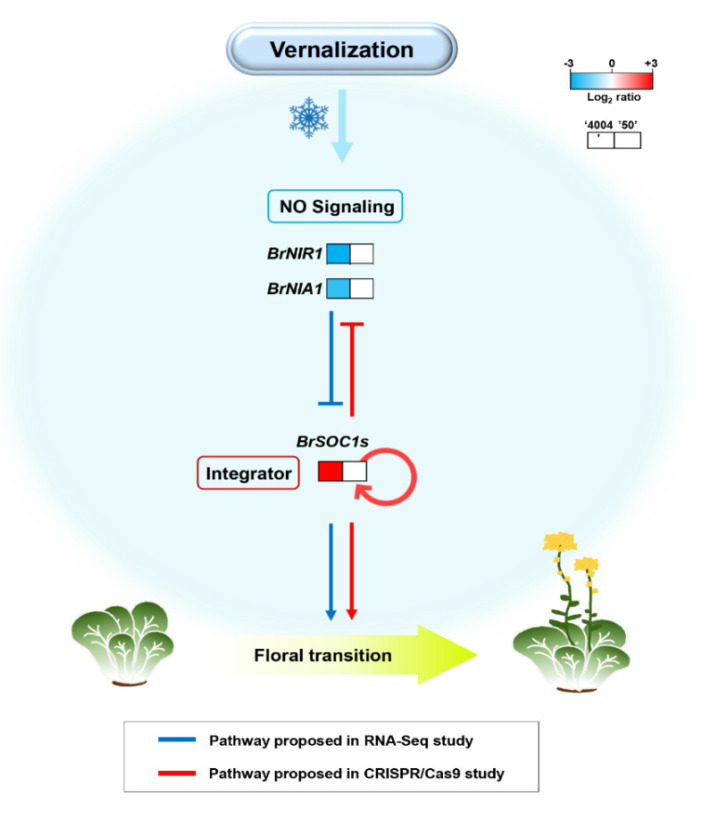
Schematic representation of the gene regulatory network controlling flowering time via interactions between nitrogen signaling and SOC1 response to vernalization in Chinese cabbage. The model is based on data obtained by qPCR and RNA-seq. The gene expression levels were normalized to the expression levels in line “50” after vernalization. Red indicates higher expression, and blue indicates lower expression relative to line “50” after 35 days of vernalization. Arrows indicate transcriptional activation, whereas bars indicate reciprocal transcriptional repressions. A red circular arrow indicates positive feedback regulation.

## Data Availability

All raw sequences were deposited in the GenBank Gene Expression Omnibus (GEO) under the accession numbers GSE106444 (for previous “4004” RNA-seq duplicates) and GSE139375.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22094631/s1, Figure S1: Bolting phenotypes of two Chinese cabbage inbred lines without vernalization; Figure S2: Experimental design for RNA-seq analysis; Figure S3: Identification of flowering time (Ft) genes based on gene ontology (GO) terms; Figure S4: Results of qPCR and RNA-seq analysis of flowering time (Ft)-related genes in the inbred lines “4004” and “50” grown with or without vernalization; Figure S5: Multiple sequence alignment of insertion/deletion (indel) variants of three *BrSOC1* homologs; Figure S6: Cas9 and Hygromycin (Hyg.) PCR analysis in B36-1 T2 plants; Figure S7: Backcrossing (BC) of brsoc1s gene-edited Chinese cabbage; Figure S8: Quantitative PCR analysis in *BrSOC1s*-edited Chinese cabbage plants grown with or without vernalization; Table S1: Primers used for RT-qPCR analysis; Table S2: Cleaned short reads statistics after trimming of RNA sequencing data; Table S3: Statistics of reads mapping to B. rapa coding sequence database; Table S4: BrNIA1 a nd BrNIR1 groups sequencing data; Table S5: Flowering time (Ft) specific DEG RNA sequencing data; Table S6: B36-1 backcrossing (BC) T1 plants NGS sequencing results; Table S7: B36-1 backcrossing (BC) T2 plants NGS sequencing results.

How the deposited data were processed for this re-analysis (not part of the article)

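Shoot RNA-Seq libraries of the early-bolting inbred line “4004” were analysed, 2 replicates without vernalization (0D Ver) and 2 replicates after 35 days of vernalization (35D Ver). The condition and the replicate number of each library were taken from the sample labels and from the methods of the paper. The remaining replicate of line “4004” and the libraries of line “50” were not analysed here, and so were the qPCR, nitrate and genome editing experiments.

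The authors trimmed the reads with SolexaQA, mapped them with Bowtie2 to the *B. rapa* coding sequences of the BRAD gene set, counted reads per gene and deposited these counts, which are not normalized and are not scaled to library size. How the authors counted reads that map to more than 1 gene is not named in the paper's text. The deposited counts are whole numbers written with commas between groups of digits, which were removed before use. Their lowest value is 1 in every library and no gene has a 1 in all 4 libraries. Because the cells with commas are not plain numbers as written and 1 appears to have been added to each count, the values were recorded as another unit than plain counts, although a count test would also be possible on them once the commas are removed. An edgeR quasi-likelihood test, which had been chosen before the data were examined, was not run. The DESeq2 Wald test and the edgeR exact test, chosen as alternatives at the same time, were not run either. In their place, limma was used on a log2 scale.

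The depth of the 4 libraries ranged from 17221386 to 23428420 summed counts, with a median of 19268562 under 0D Ver and 23069035 under 35D Ver. Adjusted p-values and standard errors cover the difference between 2 replicates per condition, and with 2 libraries per condition an outlying replicate cannot be told from the other.

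Counts were scaled by trimmed mean of M-values (TMM) normalization, written for this work in R 4.3.3 with a trim of 0.3 on the log ratios and of 0.05 on the mean expression, and divided by size factors whose geometric mean is 1. Of the 36698 genes listed, the 29691 genes were kept that had at least 10 counts, scaled to the median library, in at least 2 libraries and at least 15 counts in total. A linear model with condition as its only term was fitted to log2(normalized count + 1) with limma 3.58.1, with a mean-variance trend and robust empirical Bayes moderation. P-values were adjusted by the Benjamini-Hochberg method over the tested genes. A gene was called a DEG when its adjusted p was below 0.05, its absolute log2 fold change was at least 1 and its mean normalized count was at least 500 in the condition with the higher mean. These are the paper's thresholds, applied to normalized counts on another scale. Most of the paper's values for these libraries were reached with factors of 1.154, 0.949, 1.22 and 1.219. The size factors here were 1.019, 0.8193, 1.092 and 1.097 (0D Ver replicates 1 and 2, then 35D Ver replicates 1 and 2). Normalized counts of the same library are therefore higher here than in the paper. The paper's text does not say to which mean the count threshold applies, and the reading used here follows from the genes that Table S5 marks. Means ± SD in the text are of normalized counts and their n is the number of libraries. Plots were drawn with matplotlib 3.10.9 in Python.

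The steps were tested on simulated data, in which counts for the same genes and library sizes were drawn with known changes of 200 genes. Of 29623 simulated genes that were tested, 169 of the 200 changed genes (84.5%) had an adjusted p below 0.05 with limma. None of them had the wrong sign, and 3 unchanged genes were called (1.74% of the calls). In the real libraries, 12042 of 29691 tested genes had an adjusted p below 0.05 with limma, far more than were changed in the simulation. The 84.5% and 1.74% therefore hold for the simulated changes and spread only. They do not give the rates of missed or false calls in the real libraries.

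The genes named are all genes of Tables S1, S4 and S5 and, of all other DEGs, the 2 with the largest increase and the 2 with the largest decrease whose 35D Ver libraries all lie on the same side of both 0D Ver libraries. Gene names come from Tables S1, S4 and S5, and other genes are given by their Bra identifier. The deposited table gives an Arabidopsis match for 35161 of the 36698 genes. Positions, GC content and gene length were not used here, because the gene table at hand belongs to another assembly and its identifiers do not pair with the Bra identifiers.

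The alternatives chosen before the data were examined were other scaling (median-of-ratios size factors, total counts only), other filters (no filter, at least 10 counts in every library), a pseudocount of 0.1, other thresholds, the replicate number as a block, and leaving out each library in turn. Libraries of the 2 conditions share the replicate numbers 1 and 2 in the labels, and the pairing comes from these numbers alone. The pairing with the numbers crossed (0D Ver replicate 1 with 35D Ver replicate 2, and 0D Ver replicate 2 with 35D Ver replicate 1), counts minus 1 and voom weights were added after the data had been seen. Fits that leave out a library have 1 library in a condition, so they give fold changes and no p-value.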

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

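The tests of other scaling and of reads shared between copies were chosen before the result was seen, and the comparison of deposited values with size factors after it. No control for contamination, strain differences or sequencing batch was at hand.

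On the scale of log2(normalized count + 1), Bra026701 (Arabidopsis match AT1G16850.1) had the largest increase among genes the paper does not discuss. It rose from 3.8 ± 0.2 normalized counts under 0D Ver to 1117 ± 352 under 35D Ver (SD, n = 2). Its log2 fold change was 7.83 (standard error 0.24, adjusted p = 5.74e-07, limma), and both 35D Ver libraries lay above both 0D Ver libraries. It drew attention because it is a signal in a gene outside those the paper discusses that lay far above its level without vernalization. With counts scaled by their totals only, the log2 fold change was 7.82, but the scalings differ too little from each other for this to test scaling as a cause. If one factor per library were the cause, the deposited values would lie no farther apart than the size factors, whose log2 range was 0.42, but they were 4 and 3 under 0D Ver and 1491 and 952 under 35D Ver, with a log2 ratio of at least 7.89. If reads of a near-identical copy were its cause, a copy with the same Arabidopsis match would have risen alike, but of the 1 other tested copy, 0 lay within 1 on the log2 scale. The remaining candidate explanations are the cold and the differences in plant age and day length that accompanied it, which cannot be told apart here, and the technical explanations that were not tested, so the increase cannot be called biological.

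Bra021998 (Arabidopsis match AT5G45890.1) had the 2nd largest increase on that scale, with a log2 fold change of 7.57 (standard error 1.44, adjusted p = 0.0354, limma). The order of Bra026701 and Bra021998 depends on the scale. With a pseudocount of 0.1 their log2 fold changes were 8.13 and 8.22, and their group means rose 294-fold and 526-fold. With counts minus 1 the log2 fold changes were 8.205 and 8.374. The deposited 0D Ver values of Bra021998 were 1 and 2, at or next to the lowest value deposited. The size of its increase therefore depends on how that lowest value is treated. Bra021998 rose from 1.0 and 2.4 normalized counts in the 0D Ver replicates to 149.3 and 1640 in the 35D Ver replicates, so the vernalized replicates differed widely from each other. With total counts only the log2 fold change was 7.566, which again does not test scaling as a cause, and the adjusted p was 0.0559. The deposited values lay apart by a log2 ratio of at least 6.35, again more than the size factors. The adjusted p was 0.0659 without a filter on low counts. With the replicate number as a block it was 0.00694, and with the numbers crossed, 0.147. The test of shared reads again found 1 other tested copy and 0 within 1 on the log2 scale. The direction was the same in each of the alternatives run, whereas the side of the threshold depended on them, and whether this gene differs in its response between plants or in the state of the sampled shoots was not tested.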

How the results depend on the processing

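The number of DEGs between 35D Ver and 0D Ver in line “4004” was 920 and stayed between 911 and 927 under other scaling, other filters, a pseudocount of 0.1, the replicate number as a block (915), and the additions chosen after seeing the data, which are counts minus 1, voom weights and a block with crossed numbers (918). It was 674 when the count threshold was applied to the mean over all 4 libraries. It rose to 2868 with a count threshold of 50 and to 4771 without a threshold on fold change, since both settings admit genes that the criteria of the paper leave out. The number of Table S5 genes called DEGs was 28 and ranged from 24, with the threshold on the mean over all libraries, to 35, without a threshold on fold change. Of the 49 genes of Tables S1, S4 and S5, 38 had an adjusted p below 0.05, and between 36 (replicate number as a block) and 39 (crossed numbers) under the alternatives. Genes that changed by 2-fold or more without a test numbered 955, and from 902 to 1026 across the 4 fits that each left out one library.

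No fold change of the 53 named genes changed its sign under the alternatives that kept all 4 libraries. *BrCIR1* and Bra021998 lost significance with total counts only and without a filter, *BrCIR1* and *BrGID1C* with the replicate number as a block, *BrCIR1* and Bra021998 with voom weights, and *BrVRN1* and Bra021998 with crossed numbers. *BrCOL1-2* gained it with voom weights, and *BrCOL1-2* and a *BrRAV1* copy (Bra026917) with crossed numbers. The cause was not tested. With a library left out, 160 of 212 fold changes stayed within 1 standard error and 52 did not, and 8 changed sign, all in the *BrNIA1* genes, *BrNIR1* (Bra015227) and *BrNF-YC9* (Bra018589), none of which had changed significantly.

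The DESeq2 Wald test and the edgeR exact test were not run, because the deposited values were not recorded as plain counts. Fits that leave out a library give no calls, and the 4 named genes outside the tables of the paper had no value with the filter of at least 10 counts in every library. For *BrNIA1* (Bra015656), the spread between replicates gave a standard error of 0.41 on the log2 scale, against 0.11 for *BrCRY2* (Bra030568), another gene with a mean above 1000 normalized counts in both conditions.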

Differences from the paper's values

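For *BrNIR1* (Bra015227), the log2 fold change between 35D Ver and 0D Ver was -0.27 against 0.14 from the paper's normalized counts of 3 replicates in Table S4 (0.144 with a standard error of 0.34), so the signs differ, at a standard error of 0.20 here. For *BrCCA1*, it was 2.70 (2.695) against 2.45 (2.445) from the paper's values, and for *BrTOC1* (Bra035933) it was 0.85 against 1.03 (1.029). Of the alternatives set before the data were examined, one for each gene, in each case a fit that left out a library, came within the paper's standard error with the paper's sign. The log2 fold change was 0.057 for *BrNIR1* without 0D Ver replicate 1. For *BrCCA1* and *BrTOC1* most of the difference remained, at 2.667 without 35D Ver replicate 2 (standard error of the paper's value 0.233) and at 0.923 without 35D Ver replicate 1 (standard error of the paper's value 0.108). For *BrNIR1*, the fit without 35D Ver replicate 1 was also within that error, at -0.188, but kept the opposite sign. The other fits that left out a library did not come within it, nor did other scaling, other filters, a pseudocount of 0.1, the replicate number as a block, or the alternatives added after seeing the values.

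Of the 29 Table S5 genes that the paper marks as DEGs between 35D Ver and 0D Ver in line “4004”, 27 were called here. The paper's calls rest in part on these same libraries, so this match is not an independent test. The other two, *BrPRR5* (Bra009768) and *BrTOC1* (Bra035933), had log2 fold changes of 0.97 and 0.85, below the threshold of 1. Both were called when the threshold on fold change was dropped. *BrCOL9* (Bra001264), which the paper does not mark, was called, with a mean of 649 normalized counts under 35D Ver against 492.7 in the paper's values. The paper gives 559 and 606 for 35D Ver replicates 1 and 2, which had 624.7 and 673.7 here, and 313 for replicate 3. With the count threshold on the mean over all 4 libraries *BrCOL9* was not called.

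The paper states, with qPCR and RNA-Seq results in Figure S4, that vernalization left *BrSPA3* and *BrGI* unaffected. Their log2 fold changes were 1.39 and 1.03, with adjusted p-values of 9.59e-05 and 0.000413 from limma, and Table S5 of the paper also marks both as DEGs in line “4004”. The paper describes the decrease of *BrGID1C* in line “4004” as substantial, whereas its mean under 35D Ver was 0.77 of that under 0D Ver. The paper lists *BrCOL1-2* among the induced genes. Its log2 fold change of 2.60 here was near the 2.41 from the paper's values (standard error 0.593). Both 35D Ver libraries lay above both 0D Ver libraries. The adjusted p of 0.0629 (limma) missed the threshold. It was 0.264 with the replicate number as a block, 0.0481 with voom weights and 2.49e-05 with crossed numbers. From qPCR shown beside RNA-Seq, the paper also describes most genes of the C/L/P pathway, except *BrTEM1*, as induced in both lines. The values given here are from RNA-Seq alone, so the measures differ. In line “4004”, *BrCIR1* and *BrPRR5* (Bra036517) rose, with log2 fold changes of 2.19 (adjusted p = 0.0482, limma) and 1.24 (adjusted p = 7.94e-05, limma). *BrTEM1* fell, with a log2 fold change of -1.05. For *BrCRY2* (Bra030568) it was 0.15 (adjusted p = 0.326, limma), against 0.12 from the paper's own normalized counts.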

Other observations

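The tests of explanations in this part were chosen after the pattern had been seen. The other scalings given for *BrACT2* are among the alternatives set before the data were examined.

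The lowest deposited value is 1 in each of the 4 libraries, where counting reads would give many values of 0. If 1 had been added to every count and genes without a read left out, no gene would have a 1 in all 4 libraries, and the number with that value was 0 of 36698. The genes that would then have a single read over the 4 libraries numbered 1339, and those with 2 reads 836, the order that such counts would give. The values are therefore consistent with counts to which 1 was added. Taking the 1 off again changed the number of DEGs from 920 to 923.

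The paper's normalized counts in Tables S4 and S5 for replicates 1 and 2 were compared with the deposited values divided by one factor per library. This gave the printed number for 153 of 192 values (79.7%), and for 117 (60.9%) when 1 was first taken off. Of the 39 values that were not reached, 36 lay within 2 of the printed number, and the 3 that lay farther off all belong to *BrLHY* (Bra030496), for which 0D Ver replicate 2 gives 23.2 against 29 in the paper's table. Most of the printed values may have been made from the deposited ones with the 1 included, but nearly all would have had to match for that reading to be settled, so it remains open.

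The 3 *BrNIA1* genes differed widely between replicates in both conditions. At 0D Ver, *BrNIA1* (Bra015656) was higher in replicate 1, by 0.94 on the log2 scale, a difference larger than that of 99.58% of the 8983 genes with a mean of at least 500 normalized counts. At 35D Ver it was higher in replicate 2, with a log2 ratio of replicate 1 to replicate 2 of -0.66. If library size were the cause, the ratio would have come close to 0 after scaling, and it fell from 1.26 before scaling to 0.94 after it. The *BrNIR1* genes differed at 0D Ver, by 0.66 and 0.40 (0.395) after scaling, and less at 35D Ver, by -0.14 and -0.03. The opposite order in the 2 conditions was not limited to the *BrNIA1* genes. Of the 8983 genes, 58 differed by 0.5 or more on the log2 scale between replicates in both conditions, and 46 of them (79.3%) in opposite order. Genes are not independent replicates, and the paper states that all samples were collected at the same point of the light/dark cycle. Sequencing batch and differences in growth between the replicates were not tested, and no biological explanation was tested.

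The 3 *BrSOC1* genes rose alike. Reads shared between near-identical copies could give this pattern, since the shares of the copies in their summed count would then stay constant. The chi-square statistic per degree of freedom of these shares over the 4 libraries was 0.46, against a median of 1.47 over 1382 sets of 3 genes with one Arabidopsis match and at least 200 counts each, and 20% of the sets varied as little. Copies regulated together would show the same, so the pattern cannot be told apart from shared reads. The *BrFLC* genes had a value of 1.30.

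Among the clock genes of Table S5, *BrCCA1* and the *BrLHY* genes rose most. A shift in clock phase at sampling could raise genes expressed in the morning and lower those expressed in the evening. The 3 morning genes rose, by 2.70 to 5.40 on the log2 scale. Of the 8 evening genes (*BrTOC1*, *BrGI*, *BrLUX*, *BrPRR5* and *BrFKF1*), 7 rose with an adjusted p below 0.05, and a *BrLUX* copy (Bra033809) did not change detectably (log2 fold change 0.16, adjusted p = 0.282, limma). The median of the 8 log2 fold changes was 1.00 and the highest 1.84. The number of evening genes with a log2 fold change below 0 was 0, so a fall of the evening genes is not what the libraries show. Total-count scaling also gave 0. It moved the median log2 fold change of all tested genes only from -0.014 to -0.022, too little to serve as a separate test. A shift to a time at which both groups are high was not tested. The light period was 16 h before and 12 h during the cold, so the pattern cannot be told apart from an effect of day length.

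*BrACT2* (Bra022356), the reference gene of the qPCR analyses, had 7076 ± 354 normalized counts under 0D Ver and 9790 ± 161 under 35D Ver (SD, n = 2), a log2 fold change of 0.47 (standard error 0.11, adjusted p = 0.0113, limma). The value was 0.46 with total counts only and 0.48 with median-of-ratios size factors. Bra020470 and Bra016073, with Arabidopsis matches AT5G24770.1 and AT1G72290.1, had the largest decreases among genes the paper does not discuss, from 2266 ± 58 to 0.9 normalized counts and from 10934 ± 2914 to 10.5 ± 4.6 (SD, n = 2). Each 35D Ver library had a deposited value of 1 for Bra020470, the lowest value deposited.

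Of 8064 sets of 2 or more tested genes, 439 contained a DEG and 174 contained 2 or more, which all rose or all fell in 172 sets and moved in opposite directions in 2. The direction in the remaining sets was not examined, and reads shared between copies would also give one direction.

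The log2 fold changes of *BrNIR1* (Bra015227), *BrCCA1* and *BrTOC1* (Bra035933) differed from those of the paper's 3 replicates. If the replicate of the paper that was not analysed here were the cause, the paper's normalized counts of replicates 1 and 2 alone would give the values found here within 1 standard error, and they did so for 3 of the 3 genes, at -0.235, 2.735 and 0.89, each about 0.04 above the value found here. Most printed values of the paper's replicates 1 and 2 were reached from the deposited ones with one factor per library, so this agreement was nearly fixed beforehand. Replicate 3 alone gave 0.901, 1.865 and 1.306 in the same order. Each of these lies beyond the paper's value, on the side away from the value found here. The differences therefore go with the added replicate. What sets that replicate apart was not tested, and no biological explanation was tested.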
